# Spleen transcriptome response to infection with avian pathogenic *Escherichia coli *in broiler chickens

**DOI:** 10.1186/1471-2164-12-469

**Published:** 2011-09-27

**Authors:** Erin E Sandford, Megan Orr, Emma Balfanz, Nate Bowerman, Xianyao Li, Huaijun Zhou, Timothy J Johnson, Subhashinie Kariyawasam, Peng Liu, Lisa K Nolan, Susan J Lamont

## Abstract

**Background:**

Avian pathogenic *Escherichia coli *(APEC) is detrimental to poultry health and its zoonotic potential is a food safety concern. Regulation of antimicrobials in food-production animals has put greater focus on enhancing host resistance to bacterial infections through genetics. To better define effective mechanism of host resistance, global gene expression in the spleen of chickens, harvested at two times post-infection (PI) with APEC, was measured using microarray technology, in a design that will enable investigation of effects of vaccination, challenge, and pathology level.

**Results:**

There were 1,101 genes significantly differentially expressed between severely infected and non-infected groups on day 1 PI and 1,723 on day 5 PI. Very little difference was seen between mildly infected and non-infected groups on either time point. Between birds exhibiting mild and severe pathology, there were 2 significantly differentially expressed genes on day 1 PI and 799 on day 5 PI. Groups with greater pathology had more genes with increased expression than decreased expression levels. Several predominate immune pathways, Toll-like receptor, Jak-STAT, and cytokine signaling, were represented between challenged and non-challenged groups. Vaccination had, surprisingly, no detectible effect on gene expression, although it significantly protected the birds from observable gross lesions. Functional characterization of significantly expressed genes revealed unique gene ontology classifications during each time point, with many unique to a particular treatment or class contrast.

**Conclusions:**

More severe pathology caused by APEC infection was associated with a high level of gene expression differences and increase in gene expression levels. Many of the significantly differentially expressed genes were unique to a particular treatment, pathology level or time point. The present study not only investigates the transcriptomic regulations of APEC infection, but also the degree of pathology associated with that infection. This study will allow for greater discovery into host mechanisms for disease resistance, providing targets for marker assisted selection and advanced drug development.

## Background

Maintaining proper food-animal health is important from an animal welfare, animal production and food safety standpoint. Avian pathogenic *Escherichia coli *(APEC) are a group of extraintestinal *E. coli *that commonly infect poultry. Infection can lead to colibacillosis, a disease that can be localized or systemic, with the more acute and serious forms ending in septicemia and death [1,2]. Colibacillosis is one of the most frequent diseases in poultry resulting in mortality losses at all stages of life and decreased production efficiency in older birds [1,3]. Mortality, decreased production and condemnation of contaminated product may result in significant economic losses to the poultry industry worldwide [1,2,4,5].

APEC can enter the food supply though contaminated eggs and meat [2,5,6], generating a path for human exposure. APEC has zoonotic potential, demonstrated by common virulence factors [7,8], genome similarities to human extraintestinal *E. coli *[9], and capacity to cause disease in animal models [10]. As such, APEC has been implicated as a possible source of *E. coli *responsible for urinary tract infections and meningitis in humans [8,11].

There is increasing pressure to reduce antimicrobial usage in livestock production. Other methods to maintain healthy, disease-free populations, such as enhanced host genetic resistance, have become a topic of great interest. Previous research has demonstrated the potential for genetic resistance to disease in poultry [12,13]. Greater understanding of host response to infection and resulting pathology will allow researchers to identify the genes that best convey protection.

The spleen is involved in both the humoral and cellular immune responses through its role in the generation, maturation and storage of lymphocytes [14,15]. Gene expression in the chicken spleen is commonly used as an indicator of immune response [16,17]. Here, we characterize the differences in splenic gene expression profiles between birds with mild and severe pathology, and of differing vaccination status over two time points in order to identify host traits that are associated with colibacillosis resistance.

## Methods

### Animals

In six replicates, 120 male non-vaccinated commercial broiler chicks were used at 1 day of age from a local hatchery (total n = 720). Birds were reared on wire-floored cages with *ad libitum *access to food and water, and a 22:2 hour light:dark cycle for the first 15 days and a 16:8 hour cycle thereafter. Half of the chicks were vaccinated with the increased serum survival protein (Iss) vaccine [18], given intramuscularly, at a dose of 0.5 ml/bird, containing 2 μg of vaccine and 50 μg of Quil A adjuvant in phosphate buffered saline (PBS) at 2 weeks of age. Non-vaccinated birds received 50 μg of Quil A adjuvant in 0.5 ml PBS at 2 weeks of age via the same route. The Iss vaccine is generated from a recombinant Iss protein fused to glutathione S-transferase (GST). *iss *is a gene encoding the increased serum survival outer membrane protein that is common in many APEC serotypes [19]. At 4 weeks of age, chicks were challenged with 0.1 ml containing 10^8 ^colony forming units of APEC O1, or PBS, by the intra-air sac route into the left thoracic air sac. Birds were euthanized and necropsied at 2 time points, 1 day and 5 days post-challenge, using half of the birds on each day. All animal research protocols were approved by the Iowa State University Institutional Animal Care and Use Committee.

### Lesion scoring

At necropsy, lesions were characterized and scores assigned for 3 internal tissues, air sacs, pericardium and liver, as described by Peighambari et al. [20]. Air sacs had a score range of 0 to 3, pericardium and liver had a score range of 0 to 2. A total lesion score was generated from the summation of lesion scores from each of the 3 tissues, with scores ranging from 0 to 7. Within each experimental replicate, the birds with the highest and lowest total lesion scores were designated as having mild or severe lesions. Birds with mild pathology had scores ranging from 0 to 2 with an average of 0.375 while those with severe pathology had scores ranging from 4 to 7 with an average of 6.125. Birds from the vaccinated, challenged group were not further subdivided by pathology and a bird with an average total lesion score for that day and experimental replicate were selected for analysis. Treatment groups are abbreviated by vaccination status (V for vaccinated or NV for non-vaccinated), challenge status (C for challenged or NC for non-challenged), day of necropsy (D1 for 1 day post challenge or D5 for 5 days post challenge), and, where utilized, pathology (M for mild or S for severe).

### Bacteria

APEC O1 strain (O1:K1:H7) was previously isolated from the lung of a turkey that died due to colisepticemia (NCBI Reference Sequence: NC_008563.1). It has been fully characterized and its genomic sequence is the only total APEC sequence presently in the public domain [9]. It was stored in Brain Heart Infusion (BHI) broth with 10% glycerol at -80°C. Two days prior to bacterial challenge, APEC O1 culture was streaked on Luria Bertani (LB) agar and incubated overnight at 37°C. After incubation, 10 ml of LB broth was inoculated with an isolated colony of APEC O1 from LB agar and incubated overnight at 37°C with shaking. On the day of challenge, the bacteria were pelleted by centrifugation at 5000 g for 15 minutes and the bacterial pellet washed 3 times with PBS. Bacteria were enumerated based on spectrometric reading at 600 nm, then the inoculum was adjusted to the desired bacterial concentration in PBS. Counts were confirmed through serial dilution plating of the inocula onto MacConkey agar overnight.

### Splenic RNA isolation

One sample from each of the 10 treatment groups, over 4 replicates, was selected for RNA isolation and microarray analysis. Spleen tissue was removed, diced and placed into 3.5 ml of RNAlater (Ambion, AM7021). Tissues were kept at 4°C for 7 days, then excess RNAlater was poured off, tissue transferred to 1.5 ml tube and stored in -80°C freezer. Isolation of RNA from spleen samples was performed using the Ambion MagMAX-96 for Microarrays Kit (AM1839) (Applied Biosystems, Foster City, CA). For each sample, 25 to 30 mg of tissue was placed into 600 μL of TRI Reagent Solution (Ambion). Tissues were then homogenized in the TRI Reagent. Following homogenization, 300 μL of homogenate was processed according to manufacturer's instructions, using the Spin Procedure. Total RNA was eluted using 50 μL of Elution Buffer and stored at -80°C. Quality and quantity of total RNA was assessed by Nanodrop (Thermo Scientific) and agarose gel electrophoresis. Across all 40 samples, the average 260/280 ratio was 2.06 with a standard deviation of 0.055. For 12 random samples, RNA Integrity Numbers were measured using Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA). An average RIN of 9.21 was achieved across all 12 samples.

### Microarray experiments

Four hundred nanograms of RNA was reverse transcribed into cDNA. During reverse transcription, a T7 promoter primer region was included into the cDNA. The cDNA was then transcribed back into cRNA, using T7 RNA polymerase, labeled with either Cy3 or Cy5 dye. The labeled cRNA was then purified using Qiagen RNeasy Mini Kit (Qiagen Inc., Valencia, CA). Labeled samples were assessed by Nanodrop for sufficient quantity and a minimum specificity of 8, where specificity is the concentration of the dye (pmol/μg) times 1000 divided by the concentration of the cRNA (ng/μL).

Each labeled dye (825 ng) was hybridized to Agilent 4 × 44 Chicken Microarray [21] for 17 hours at 65°C. Samples were arranged in a reference design, using the NV-NC-D1 sample from each experimental replicate as the reference to which all other samples within the replicate were hybridized. After hybridization, slides were washed using commercial Agilent Wash Buffer and Stabilization and Drying Buffer (Agilent Technologies, Santa Clara, CA) and scanned using GenePix 4100A scanner (Molecular Devices Inc., Sunnyvale, CA)

### Microarray analysis

Median signal intensities for each spot were background-corrected and log-transformed. The Locally Weighted Scatterplot Smoothing (LOWESS) procedure was used to correct the intensity-dependent dye bias for each 2-color array [22]. All technical control spots and any genes exhibiting an average signal to noise ratio (SNR) less than 3 over all 36 arrays were removed from analysis, where SNR is calculated as (median foreground - median background)/background SD for each dye. Likelihood ratio tests were conducted in R to determine the necessity of including random effects of array position, slide and experimental replicate in the model. The results of these tests showed no evidence of the presence of array position or slide effects and therefore only experimental replicate was included as a random effect. Treatment means were parameterized (Table 1) and estimated by fitting a linear mixed model to the difference of normalized signal intensities between the Cy3 and Cy5 channels for each array. The fixed effects of the linear mixed model include the effects of challenge, vaccination, severity (mild or severe), time point and interactions among them using the parameterization shown in Table 1. *P *values were obtained for all contrasts of interest and converted to q-values for false discovery rate control using the R package q-value that implements the method proposed by Storey and Tibshirani [23]. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (GEO) [24,25] and are accessible through GEO Platform accession number GPL6413 and Series accession number GSE25511 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE25511).

**Table 1:** Parameterization of treatment groups

Group	Parameterization
NV-NC-D1	μ

NV-NC-D5	μ + τ_1_

NV-C-D1-M	μ + β

NV-C-D5-M	μ + β + λ

NV-C-D1-S	μ + β + γ

NV-C-D5-S	μ + β + λ + γ + θ

V-NC-D1	μ + α

V-NC-D5	μ + α + τ_2_

V-C-D1	μ + α + β + φ

V-C-D5	μ + α + β + φ + τ_3_

Functional analysis of biological processes category was carried out using the Database for Annotation, Visualization and Integrated Discovery (DAVID) [26,27]. Lists of significant genes were analyzed against the background of all 24,851 genes included for further study.

### Quantitative PCR

Ten genes, *interleukin 1 beta, interleukin 6, avian beta-defensin 2, avian beta-defensin 6, avian beta-defensin 7, interferon gamma, toll-like receptor 2-type I, toll-like receptor 4, myeloid differentiation protein 2*, and *interleukin receptor 1-type II *were utilized to validate microarray results. Genes were selected based on their functions in immune response and significance within microarray results. Primer sequences are listed in Additional File 1. New primer sequences were designed using sequences from NCBI and PRIMER3 [28]. Individual spleen samples were run in triplicate, with each triplicate randomly distributed on the 96-well plate. RNA was quantified using QuantiTect SYBR Green kit (Qiagen Inc., Valencia, CA) as previously described by Redmond et al. [16]. Cycle threshold (Ct) values were recorded for each sample. Ct values were adjusted for starting concentration and reaction efficiency using the formula: 40 - (Sample Mean Ct Target + (Median 28S - Sample Mean 28S) * (Slope Target/Slope 28S)). Values were analyzed using the Fit Model procedure in JMP software (SAS Institute Inc., Cary, NC). Contrasts with significant differential expression in microarray analysis had fold change compared to qPCR results.

## Results

### Microarray

Ten groups were generated by dividing birds into vaccinated (V) and non-vaccinated (NV), challenged (C) and non-challenged (NC), sampled on 1 (D1) or 5 (D5) days post challenge, and the non-vaccinated challenged birds on both days were subdivided into mild (M) and severe (S) pathology (Figure 1). Birds were assigned to vaccination, challenge and time post-harvest groups *a priori*, and to pathology severity groups *a posteriori*. 

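Spleen RNA from broilers vaccinated or not, and challenged or not with avian pathogenic Escherichia coli, was measured on 36 2-colour arrays carrying long-oligonucleotide probes for chicken transcripts. Each of 9 test groups was on 4 arrays, 2 with the test sample in Cy3 and 2 in Cy5, and RNA of the NV-NC day 1 group was the other sample on every array. A day 1 contrast with the NV-NC control was therefore the mean log2 ratio of a group, and a day 5 contrast was the difference from the NV-NC day 5 arrays. The deposited scanner files hold the median foreground and background intensity of every spot in both dyes. In an array's median spot the foreground was 72 to 112 in Cy3 and the background was 56 to 76. Spots with a signal at least 3 background standard deviations above the background made up 40.05% to 51.85% of an array in Cy3 and 24.39% to 44.52% in Cy5. By test group, the median share of such spots ran from 41.49% in NV-C severe day 5 to 44.96% in NV-C mild day 5. Background was removed with the normexp model (offset 50), log2 ratios were normalized by loess on each array, and repeated spots of a probe were averaged. Of 42033 probes, 18571 had a mean signal to noise ratio of at least 3 and were tested, and 1514 of them carried a gene symbol in the files or the reference. The other probes are named only by sequence accessions and enter the counts alone. Differences between groups were tested with limma, 2-sided, and given as q-values. In simulated data with the spread of these arrays, a log2 change of 1 was called in 77.6% of changed probes for NV-C severe on day 1 and in 61.2% on day 5. A change of 0.5 was called in 25.4% and 5.97%, so most small changes went undetected in the simulation. It gave only 143 and 111 calls, with noise independent between probes, while the severe contrasts called 1084 and 797. The shares detected in the data may therefore differ.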

Samples from 40 individual birds (four biological replicates from each of 10 treatment groups) were used for gene expression study. After the removal of genes with low signal to noise ratio, 24,851 genes were included for further analysis. 

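In vaccinated birds that were not challenged, 4 defence genes of the spleen did not pass the test against the NV-NC control. IFNG, the cytokine by which T and NK cells activate macrophages, was above background on 0 of the 4 V-NC arrays on either day, so no change of it could be measured. TLR15, a receptor of birds for microbial products, stood at -0.03 and 0.02, and IL18, a cytokine that drives IFNG production, at -0.24 and -0.11. The bacteria-sensing receptor TLR2 was at 0.12 and -0.24 and its relative in endotoxin sensing, LY96, at -0.30 and -0.19 (q = 1.0 for each of these 4 on both days). Of 18571 probes, 0 passed a q-value under 0.05 from limma on day 1, 0 passed the Benjamini-Hochberg adjustment and 390 had an unadjusted p under 0.05. On day 5 the counts were again 0 and 0, with 153 probes at an unadjusted p under 0.05. The smallest q was 0.196 on day 1. Among the gene lists fixed in advance, the 4 measured genes of nitric oxide, arginine and amino acid metabolism shifted up on day 1 (camera, adjusted p = 0.0133), though with an estimated correlation the adjusted p was 0.0907. Within it PSPH, an enzyme of serine synthesis, had the largest log2 fold change, 0.88 (standard error 0.28), and 2 genes were higher when adjusted over the list alone. Ribosomal protein genes shifted down on day 5 (adjusted p = 0.00967), which did not hold with an estimated correlation (adjusted p = 0.718). ALB, a liver transcript that marks neighbouring tissue, had a log2 fold change of 1.82 (standard error 0.60, q = 1.0) on day 1, which did not pass the test.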

There was no detectible vaccination effect on spleen gene expression levels. Vaccination status had, however, a significant impact on total lesion score on day 1 (Figure 2a) and day 5 (Figure 2b) (*P *value < 0.001), reducing the total lesions observed in vaccinated birds. The number of significantly differentially expressed (DE) genes (q-value < 0.05) between treatment groups and NV-NC control groups were analyzed (Figure 3a). There were a large number of DE genes between NV-C severe and NV-NC control groups on day 1 (n = 1,101) and day 5 (n = 1,723). 

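On day 1 the NV-C severe spleens carried more transcript of DEFB4A, other antimicrobial genes and TLR15, and less of FSHR, WNT5A and COL1A2, than the NV-NC control. DEFB4A, named GAL2 in the files, encodes avian beta-defensin 2, an antimicrobial peptide of heterophil granules, and had a log2 fold change of 3.18 (standard error 0.58, q = 0.000528). CATH1 and CATH2, which encode antimicrobial cathelicidins, rose by 1.16 and 1.51, and LYG2, a goose-type lysozyme, rose by 2.21 (q = 0.00208, 0.00571 and 2.34e-05). PTX3, a pentraxin that binds microbial surfaces, was at least 7.71-fold higher, as its control signal lay at background. BST1, an ectoenzyme of myeloid cells, had a log2 ratio of 2.51 ± 0.42 (SD, n = 4 arrays). GCH1, the first enzyme in making the cofactor of nitric oxide synthase, had one of 2.32 ± 0.56 (SD, n = 4). EXFABP, a lipocalin that binds bacterial siderophores, rose by 2.25 (q = 0.00147), with its spot saturated on 2 of the 4 arrays, and by 0.58 with the authors' value table (q = 0.508). TLR15 rose by 0.95 and the complement starter C1QA by 0.93 (0.08 with the authors' value table, q = 0.856), and the cytokine IL18 was higher on all 4 arrays (q = 0.000111). FSHR, a hormone receptor, fell by 1.15 on the log2 scale (q = 5.82e-06), PENK, the enkephalin precursor, at least 2.45-fold, and WNT5A, a secreted signal of tissue patterning, by 1.50. The call of WNT5A ended with median centring (q = 0.128) and with no signal filter (q = 0.0634). Collagen COL1A2 fell by 0.80 and the egg-white type lysozyme LYZ by 0.81 (q = 0.0443), but with the authors' value table both calls ended (COL1A2 -0.44, q = 0.37; LYZ 0.0006685, q = 0.892). In all, 1084 probes passed the test, 611 higher and 473 lower, and 944 passed the Benjamini-Hochberg adjustment. Of the 31 genes named under the rule in the processing summary, 10 stayed called under every alternative fitted over all arrays and with any 1 array left out. The call of LYZ and 18 others ended without the array at slide 7, position 3. With a fold change of at least 1.5 asked for as well, 471 probes were higher and 314 lower, but 206 and 128 without that array. Median centring gave 238 and 153.

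**Figure D1:**
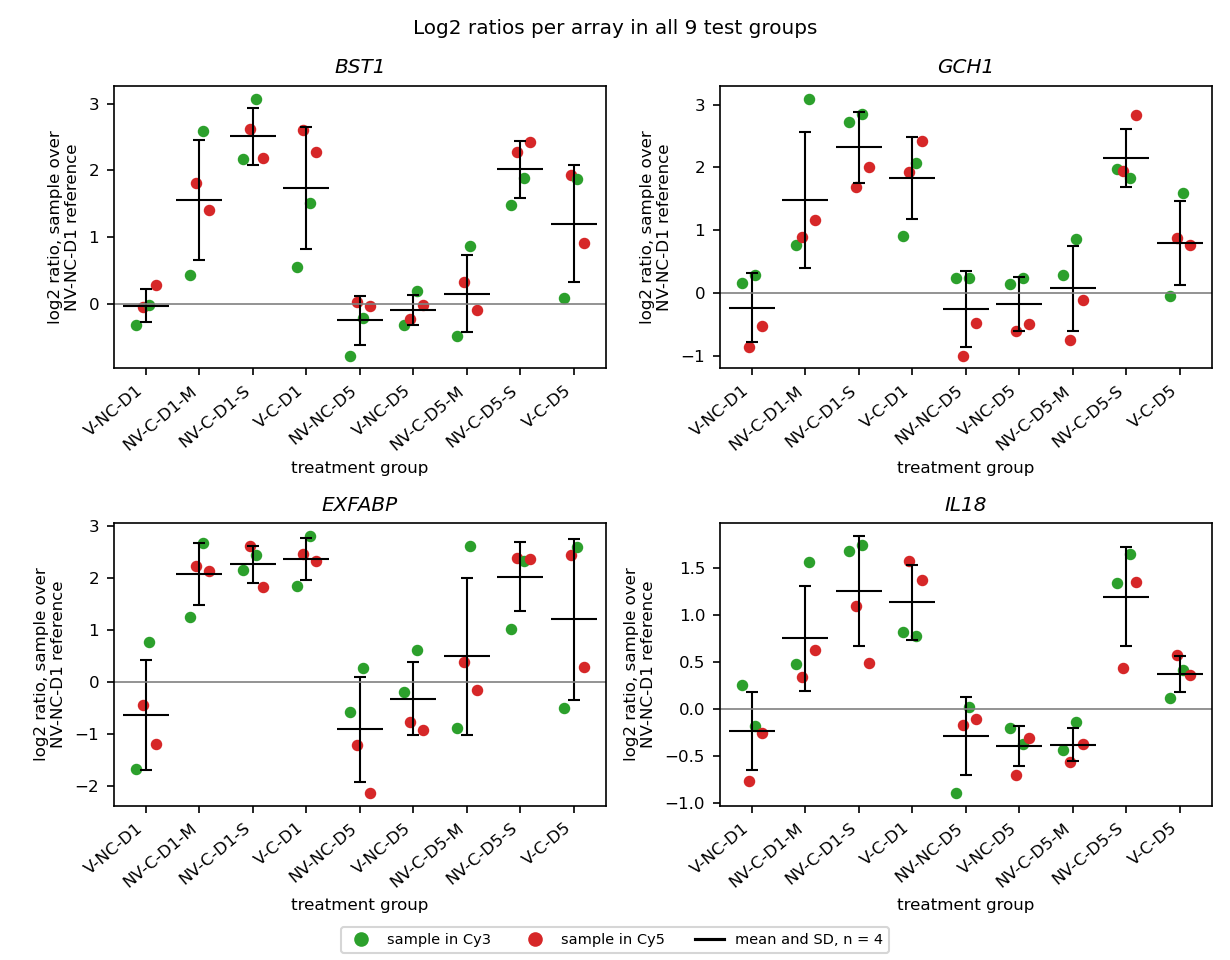
Log2 ratio of BST1, GCH1, EXFABP and IL18 to the NV-NC day 1 reference in the 9 test groups. Dots are arrays, green with the test sample in Cy3 and red in Cy5, and bars give the mean and SD (n = 4). BST1 averages 2.51 in NV-C severe on day 1.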

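On day 5 the severe spleens had more transcript of TLR15, GCH1, BST1 and IL18, and of SEL1L, XBP1 and HELZ2, than the control. TLR15 was 1.76 above the NV-NC day 5 control on the log2 scale (standard error 0.31, q = 0.00102), and IL18 was 1.48 above it (standard error 0.28, q = 0.00193). GCH1 averaged 2.15 ± 0.47 in the severe group and -0.25 ± 0.60 in the control (SD, n = 4 arrays each). BST1 averaged 2.02 ± 0.42 and -0.24 ± 0.36. PTX3 was again higher, at least 8.97-fold, and EXFABP, saturated on 1 of the 4 severe arrays, rose by 2.93 (q = 0.00536), or 1.35 with the authors' value table (q = 0.22). SEL1L, which removes misfolded proteins from the endoplasmic reticulum, rose by 1.54, and XBP1, a transcription factor of plasma cells and of the folding response, was higher too (standard error 0.28, q = 0.0165). HELZ2, an interferon-induced helicase, rose by 1.28, and HDLBP, an RNA-binding protein, by 2.09 (1.17 with the authors' value table, q = 0.203). PSPH, of serine synthesis, rose by 1.51. Lower transcripts included CA2, the carbonic anhydrase of red cells (log2 fold change -1.57, q = 0.015), FOXP1, a transcription factor of lymphocytes (-1.25, q = 0.00704), and LIMD1, a scaffold protein (-1.08, q = 0.00107). With the authors' value table the calls of CA2 (q = 0.0985) and LIMD1 (-0.66, q = 0.183) ended. Median centring, applied to single genes after the data were seen, ended the calls of IL18 (q = 0.065), SEL1L (q = 0.149) and XBP1 (q = 0.214). It also ended those of HDLBP (q = 0.0969), PSPH (q = 0.101), FOXP1 (q = 0.219) and LIMD1 (q = 0.0969). Ribosomal RPL13 and RPL7A were lower (q = 0.00421 and 0.0358), but not with the authors' value table (-0.09 and -0.32, q = 0.838 and 0.817), and RPL7A was saturated on 1 severe and 2 control arrays. Of 797 probes past the test 536 were higher and 261 lower, and 692 passed the Benjamini-Hochberg adjustment. Among 25 named genes, 4 stayed called in every alternative fitted over all arrays and with any 1 array left out (TLR15, GCH1, BST1 and PTX3). Leaving out the control array at slide 5, position 2 ended 8 of the named calls and brought the count to 387.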

There were few DE genes between NV-C mild and NV-NC control groups on day 1 (n = 29) and (n = 0) on day 5. 

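A small set of the genes raised in severe birds was already raised in mild birds on day 1. EXFABP, the siderophore-binding lipocalin, had a log2 fold change of 2.06 (standard error 0.45, q = 0.025), BST1 of 1.56 (standard error 0.29, q = 0.00793) and GCH1 of 1.48 (standard error 0.31, q = 0.0191). ATP6V1G3, a proton-pump subunit, was at least 2.01-fold higher. Oxidoreductase AKR7A2, the lysosomal ribonuclease RNASET2, the kinase HIPK2 and the small GTPase RALB rose by 0.99, 0.84, 0.77 and 0.56. FSHR fell by 0.64 on the log2 scale. The spread was wide: BST1 had an SD of 0.90 and GCH1 one of 1.09 (n = 4 arrays). Antimicrobial DEFB4A averaged 0.07 with an SD of 1.83, and its q was 0.88. There were 90 probes past the test, 68 higher and 22 lower, with 87 under the Benjamini-Hochberg adjustment. All 9 named calls ended without the array at slide 5, position 3 (q = 0.225 to 0.588), and the count was then 3. The list of nitric oxide, arginine and amino acid metabolism, with 1 gene higher and 2 when adjusted over the list alone, shifted up (camera, adjusted p = 0.00754, and 0.0361 with an estimated correlation). The endothelial list shifted down (adjusted p = 0.0167, and 0.0361 with an estimated correlation), with 2 genes lower when adjusted over the list alone. Ribosomal protein genes shifted down too (adjusted p = 0.0167), but the adjusted p was 0.411 with an estimated correlation. In mild birds on day 5 limma called 0 probes, with 0 under the Benjamini-Hochberg adjustment and 210 at an unadjusted p under 0.05. EXFABP stood 1.40 above the control there (standard error 0.64, q = 1.0), and GCH1 0.33 above it (standard error 0.44, q = 1.0).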

The change in gene expression over the two post-infection days was analyzed within each treatment group (Figure 3b). 

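From day 1 to day 5 4 antimicrobial genes of NV-C severe spleens fell, and XBP1, of secretory-protein folding, rose. DEFB4A, the avian beta-defensin 2 of heterophils, went from 3.18 ± 0.63 to -1.48 ± 1.53 (log2 ratio, SD, n = 4 arrays each), a change of -4.66 (q = 0.0025). The cathelicidin CATH2 fell from a mean of 1.51 to -0.85, a change of -2.35 (q = 0.0134, but 0.0759 with median centring), and CATH1 changed by -1.72 (q = 0.008, but 0.0631 with median centring). LYG2, the goose-type lysozyme, changed by -2.12 (q = 0.0133). On the higher side, XBP1 rose by 1.47 (q = 0.0046, but 0.276 with median centring), SEL1L by 1.39 (q = 0.0327, but 0.754 with median centring, 0.0685 with no background correction, 0.0693 with no signal filter, 0.0534 with no moderation and 0.0719 to 0.132 without each of 6 of the 8 arrays in turn) and the interferon-induced HELZ2 by 1.43 (q = 0.00335). With the authors' value table the calls of SAP30, of a histone deacetylase complex (0.85, and 0.03 there), the cell-cycle factor MYBL2 (1.18, and 0.64) and MTURN, a regulator of progenitor maturation (1.37, and 1.33), ended, and that of MTURN ended without any 1 of the 8 arrays. Of 10 named calls, 1 stayed called in every alternative fitted over all arrays and with any 1 array left out, that of DEFB4A. The antimicrobial list had 4 of its 5 measured genes lower and 0 higher, also when adjusted over the list alone, with a median of -2.12 and a camera adjusted p of 1.32e-11 (0.004 with an estimated correlation). In the heterophil list the 2 lower genes were DEFB4A and CATH2, which are also in the antimicrobial list (2 when adjusted over the list alone; adjusted p = 4.15e-05, and 0.0228 with an estimated correlation), while EXFABP, saturated on 2 of the 4 arrays of day 1 and 1 of day 5, could not be measured exactly. The ER stress list shifted up with 2 genes higher, 2 when adjusted over the list alone (adjusted p = 0.00191, and 0.131 with an estimated correlation). The cell-cycle list shifted up at an adjusted p of 0.0428 (0.339 with an estimated correlation). The call of CATH1 ended without the day 1 array at slide 7, position 3 (q = 0.077), and those of CATH2 and LYG2 without 3 and 2 of the arrays taken singly. There were 105 probes past the test, 80 higher and 25 lower on day 5, and 20 with median centring, 10 higher and 10 lower. Without the day 1 array at slide 7, position 3 the count was 43, and without that at slide 1, position 2 it was 50.

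**Figure D2:**
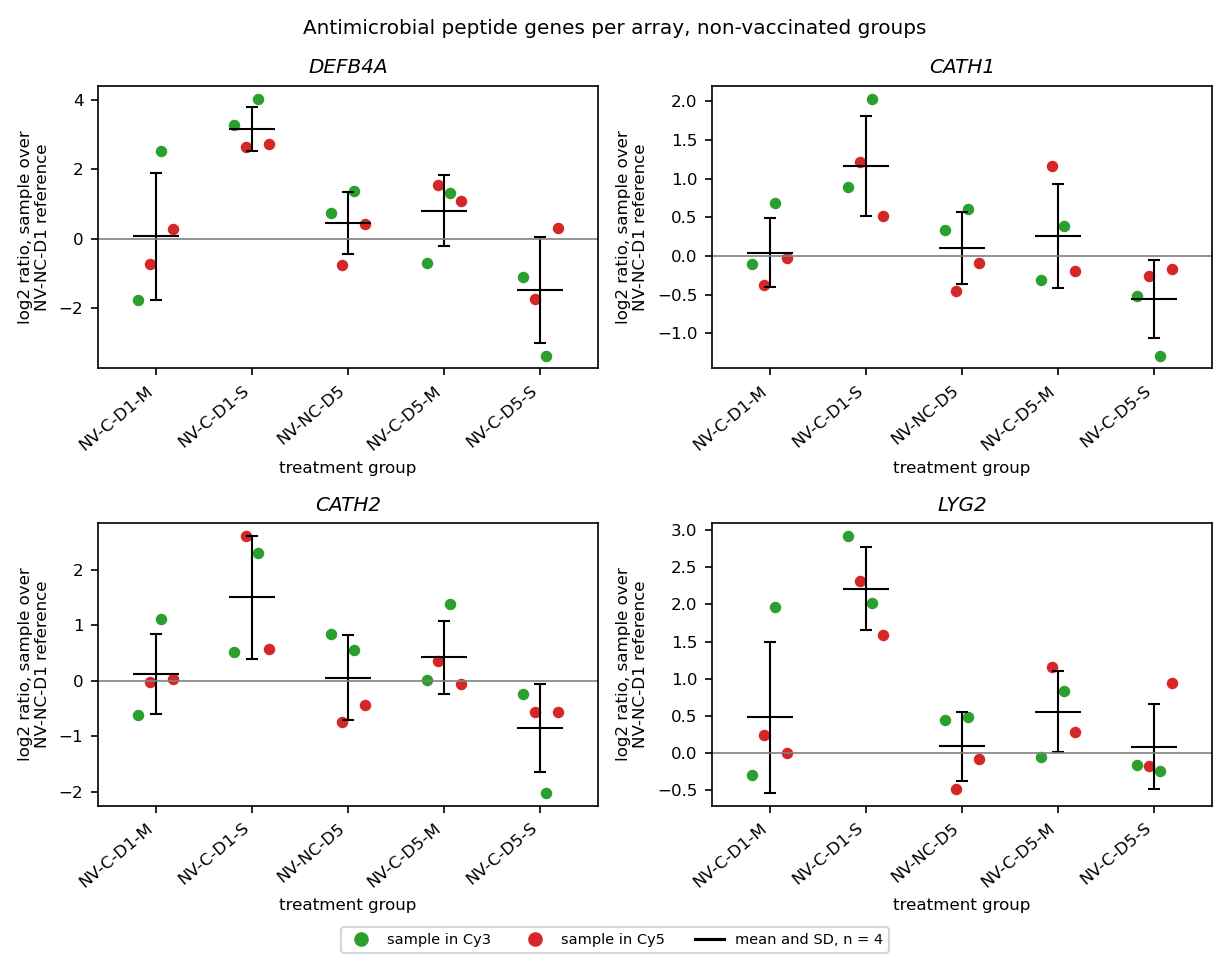
Log2 ratio of DEFB4A, CATH1, CATH2 and LYG2 to the NV-NC day 1 reference. Dots are arrays and bars give the mean and SD (n = 4), and DEFB4A averages 3.18 in NV-C severe on day 1 and -1.48 on day 5.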

The NV-C severe group showed the most difference between the two days with 248 DE genes. The differences between the two pathologies, NV-C mild and NV-C severe, were analyzed (Figure 3c). More DE genes were seen on day 5 (n = 799) between pathologies than on day 1, (n = 2).

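Severe birds of day 5 had more transcript of IL18, TLR15, GCH1 and 8 other named genes than mild birds. IL18, the cytokine that drives IFNG, averaged 1.19 ± 0.53 in severe and -0.38 ± 0.18 in mild spleens (log2 ratio, SD, n = 4 arrays each), a difference of 1.57 (q = 0.00598). TLR15 was 1.40 higher (q = 0.0186), the cytokine receptor chain IL20RA 0.74 higher (q = 0.0387), BST1 1.85 higher and GCH1 2.06 higher. RNASET2, the lysosomal ribonuclease, was 1.32 higher, and HELZ2 was 1.18 higher. Lower in severe birds were LIMD1 (-0.98, q = 0.00937), the ribosomal RPL13 (-0.80), NSA2, of ribosome assembly (-1.07), PRPS2, of nucleotide synthesis (at least 1.31-fold), and LYZ (-1.32, q = 0.0493). With the authors' value table RPL13 was at -0.23 (q = 0.757) and LYZ at -0.24 (q = 0.855), and the calls of BST1 (q = 0.191), LIMD1 (q = 0.477), NSA2 (q = 0.595), PRPS2 (q = 0.0739) and IL20RA (q = 0.0609) ended too. Of 268 probes past the test, 175 were higher and 93 lower in severe birds. With median centring in place of loess the calls of IL18 (q = 0.113), TLR15 (q = 0.179), GCH1 (q = 0.158), RNASET2 (q = 0.208), HELZ2 (q = 0.0908) and IL20RA (q = 0.525) ended. So did those of LIMD1, RPL13, NSA2, PRPS2 and LYZ. Without the array at slide 9, position 4 of the mild group 16 of the 18 named calls ended (q = 0.0789 to 0.305) and the count was 11. Of the 18, 0 stayed called in every alternative fitted over all arrays and with any 1 array left out. On day 1 only 2 probes passed, both higher in severe birds, with log2 fold changes of 1.87 and 1.98, and neither carries a gene name. DEFB4A and LYG2 stood 3.10 and 1.73 above the mild group that day (q = 0.796 each). CATH1 and CATH2 stood 1.12 and 1.38 above it (q = 1.0 each), and 4 antimicrobial genes were higher when adjusted over the list alone (camera, adjusted p = 3.33e-09, and 0.0141 with an estimated correlation). Counts at an unadjusted p under 0.05 were 357 probes on day 1 and 2196 on day 5.

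**Figure D3:**
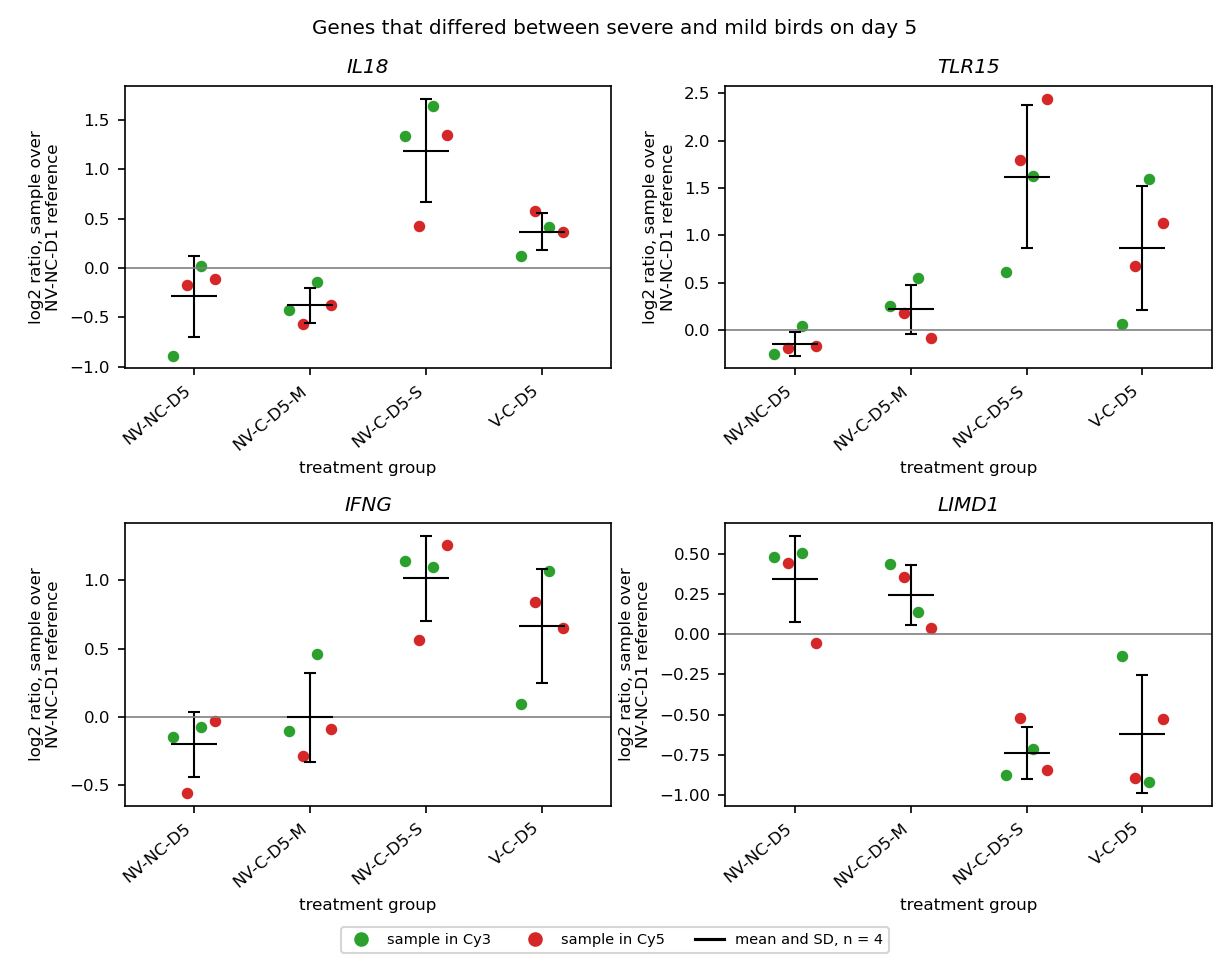
Log2 ratio of IL18, TLR15, IFNG and LIMD1 to the NV-NC day 1 reference in the day 5 groups. Dots are arrays and bars give the mean and SD (n = 4), and IL18 averages 1.19 in NV-C severe and -0.38 in NV-C mild.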

**Figure 1:**
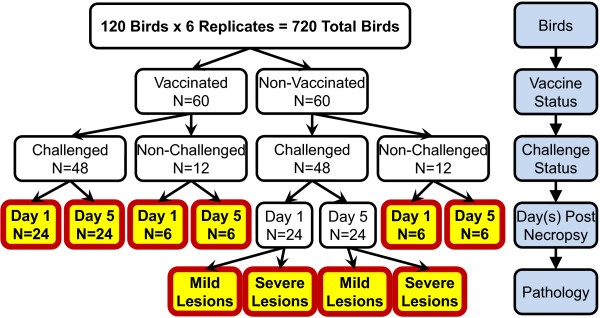
**Experimental design**. Flow chart of experimental design and 10 treatment groups showing how bird numbers within each replicate were placed into each of the 10 treatment groups.

**Figure 2:**
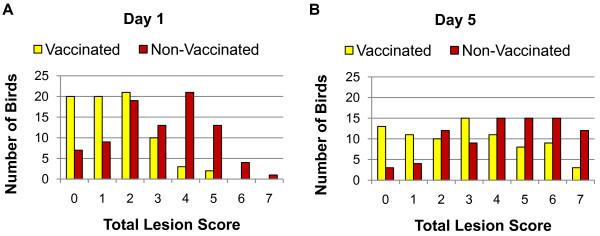
**Total lesion score distribution**. Comparison of the distribution of lesion scores of challenged birds taken on day 1 between birds that received the vaccine and birds that did not receive the vaccine for all 4 replicates on (a) day 1 and (b) day 5 (P < 0.001).

**Figure 3:**
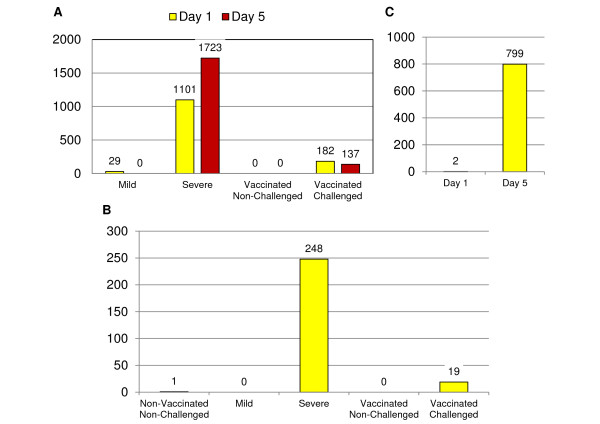
**Significantly differentially expressed genes for contrasts of interest**. Number of significantly differentially expressed genes between (a) treatment and control groups, (b) day 1 and day 5 within treatment, and (c) mild and severe groups (q-value < 0.05).

Direction and degree of difference between treatment groups was analyzed (Figure 4). Given a threshold of a minimum fold change of 1.5, there was a greater number of up-regulated genes due to increased pathology than the number of down-regulated genes. 

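In NV-C severe birds 93 genes with a name were called on day 1 and 62 on day 5, a small part of the probes called. Among them the higher side of NV-C severe birds on day 1 included DEFB4A and PTX3, and the lower side WNT5A and PENK. The call of WNT5A ended with median centring (q = 0.128) and with no signal filter (q = 0.0634). On day 5 PTX3 and EXFABP were among the higher ones, the first at background in the control and the second saturated on 1 of 4 severe arrays, so their order is not given. The calls of EXFABP (q = 0.22) and of CA2, on the lower side (q = 0.0985), ended with the authors' value table. Also lower was CDCA9, a part of the chromosomal passenger complex of dividing cells (log2 fold change -1.29, q = 0.0205). With a q-value under 0.05 and a fold change of at least 1.5, the NV-C severe group had 471 probes higher and 314 lower on day 1, of which 60% were higher. On day 5 it had 520 higher and 248 lower (67.7% higher). Between severe and mild birds of day 5, 173 were higher and 92 lower in the severe group (65.3% higher). The mild group on day 1 had 65 higher and 20 lower (76.5%), and the V-C group 191 and 68 (73.7%). In V-C birds on day 5, 22 were higher and 1 lower. Over time, 80 and 25 changed in the NV-C severe group (76.2% higher), and 30 and 1 in the V-C group. With median centring the counts were 10 and 10 for the severe group over time, 15 and 14 for severe against mild birds of day 5, and 1 and 0 for the V-C group over time. On day 1 the severe and mild groups differed in 2 probes, both higher in severe birds. All 4 test arrays of NV-C severe on day 1 lay above the reference for DEFB4A, BST1 and GCH1 and below it for FSHR and COL1A2. The rule that takes the highest and lowest genes asks for 1 sign in every array, so this adds no support for genes it chose. Of the 93 called genes with a name, 91 had 1 sign in every array.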

Visual comparison between multiple contrasts was generated. When comparing the change over time for all treatment groups, the NV-C mild pathology group clustered with both the NV-NC and V-NC groups; the NV-C severe pathology group and the V-C group clustered together (Figure 5). 

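The fall of DEFB4A over time in NV-C severe birds differed from its course in NV-NC birds (-5.10, q = 0.025), and was not tested against the courses of the other groups. DEFB4A changed by 0.73 in NV-C mild birds (standard error 0.82), by -0.98 in V-C birds and by 1.28 in V-NC birds, each with q = 1.0. The clustering used the 115 probes called in at least one of the 5 contrasts of day 5 with day 1. Hierarchical clustering by correlation and by Euclidean distance both joined the NV-C severe with the V-C group, and the NV-C mild with the NV-NC and V-NC groups. Over the 115 probes, r between the severe and V-C contrasts was 0.822. Clustering over all probes gave the same branches. The V-C group changed in 31 probes over time, 30 higher and 1 lower, and the mild group in 0 (limma, with 0 under the Benjamini-Hochberg adjustment and 429 at an unadjusted p under 0.05). Probes are not independent replicates, and those used were chosen mostly by the severe and V-C contrasts.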

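Mild, severe and V-C birds of day 1 shared several raised genes. GCH1, the pteridine enzyme, and BST1 were 1.83 and 1.74 higher in V-C birds on day 1 (q = 0.00123 and 0.00104), as in the mild and severe groups. On day 5 GCH1 stood 1.05 above the control in V-C birds (q = 0.537). The 1621 probes called in at least one of the 8 contrasts with the control gave r = 0.885 between the mild and severe groups of day 1 and 0.898 between mild and V-C. For severe and V-C birds r was 0.895 on day 1 and 0.918 on day 5. The mild group on day 5 had r = 0.634 with V-NC, 0.705 with severe and 0.749 with V-C birds. Across days r was 0.776 between mild birds of day 1 and severe birds of day 5, and 0.69 between the severe groups of the 2 days. Clustered by correlation into 3 branches, each V-NC contrast stood alone and the 6 challenged contrasts joined, the mild day 5 group among them. By Euclidean distance, a choice made after the data were seen, the 3 branches were the challenged groups of day 1, the severe and V-C groups of day 5, and the mild day 5 group with both V-NC contrasts. Day 5 contrasts share their control arrays, which raises r between them. With those 4 arrays divided so that no array served both contrasts, r over all probes fell from 0.775 to between 0.135 and 0.465 for severe and V-C birds, and over the probes of this comparison from 0.918 to between 0.738 and 0.841. For mild and V-NC birds r over all probes moved from 0.631 to between -0.375 and -0.10. Arrays shared structure by dye, with a median r of 0.31 within a dye orientation and -0.01 between orientations. Dividing the controls leaves the contrasts of a pair with opposite imbalances in dye or reference signal, which can push r down. How much of either pair's r rested on the shared controls therefore cannot be told from this division. Day 1 contrasts share a reference that cannot be divided, so what it adds to their r was not measured. Unchanged simulated groups had r from -0.882 to 0.679 among them (median -0.131). Their arrays were dealt without regard to dye or reference, unlike the real groups, so this range sets no bound for the observed r.

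**Figure D4:**
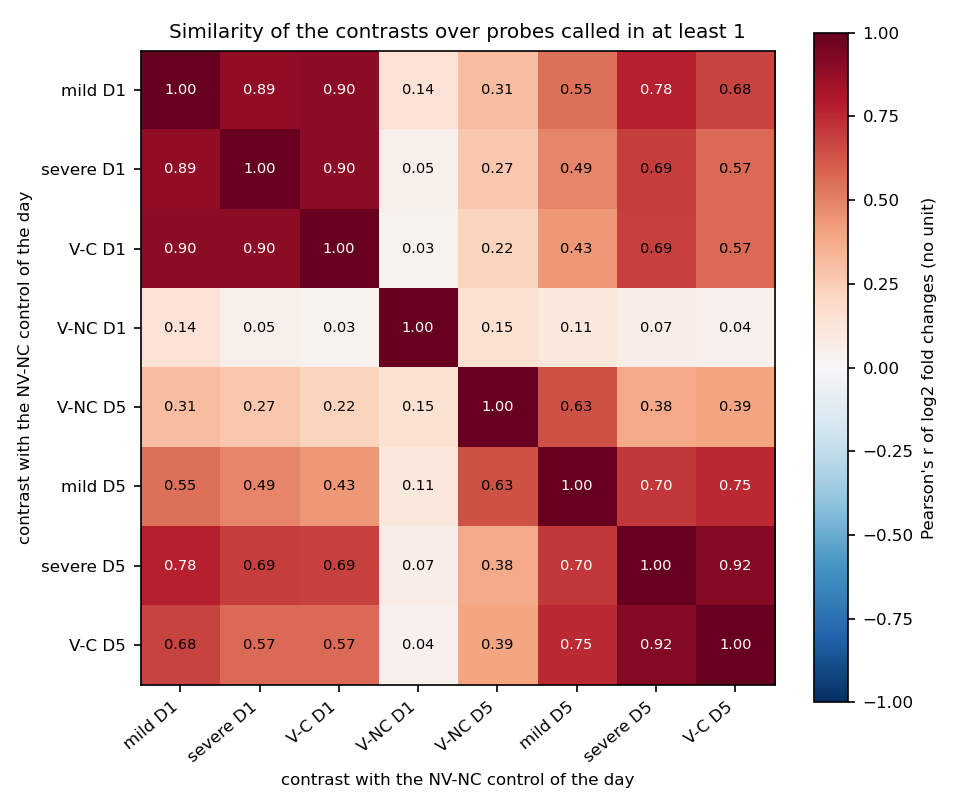
Pearson r across the 1621 called probes between the 8 contrasts with the NV-NC control, on a colour scale. Severe and V-C birds of day 5 have r = 0.918, and the mild group of day 5 has 0.634 with V-NC birds.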

When comparing each treatment group to the NV-NC control group on each day, the NV-C mild group on day 5 clustered with the V-NC groups, while the NV-C mild group on day 1 clustered with the challenged groups (Figure 6).

**Figure 4:**
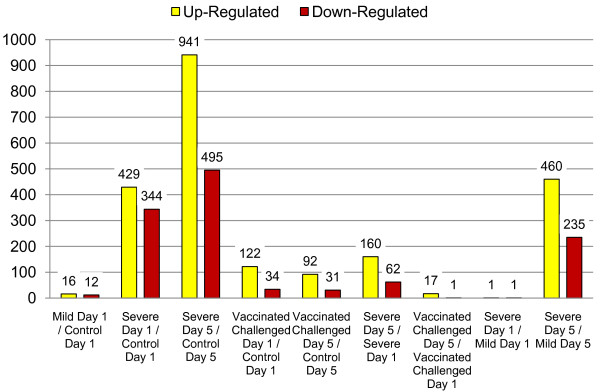
**Direction of response**. Directionality of significantly differentially expressed genes found in various contrasts with a minimum fold change of 1.5. For each contrast, up-regulated means there is greater expression in the first group, down-regulated means there is greater expression in the second group listed (q-value < 0.05).

**Figure 5:**
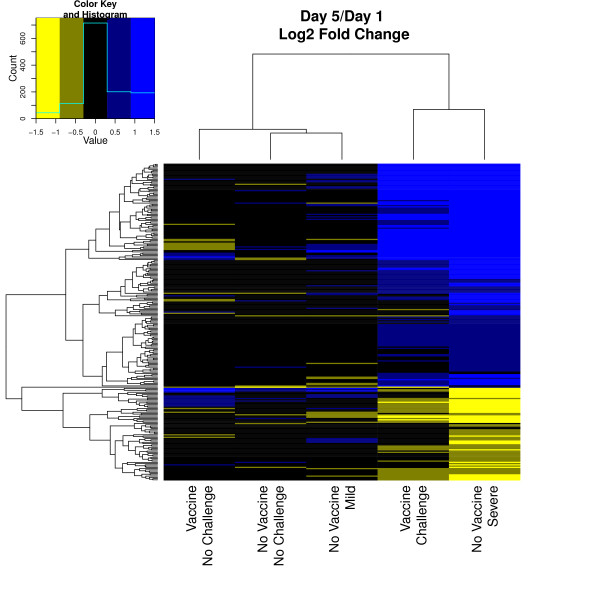
**Heatmap comparison of day 1 and day 5**. Visual representation of log2 fold change differences for all treatment groups between day 1 and day 5. Genes included were significant in at least one contrast presented (q-value < 0.05). Positive fold change indicates greater expression on day 5.

**Figure 6:**
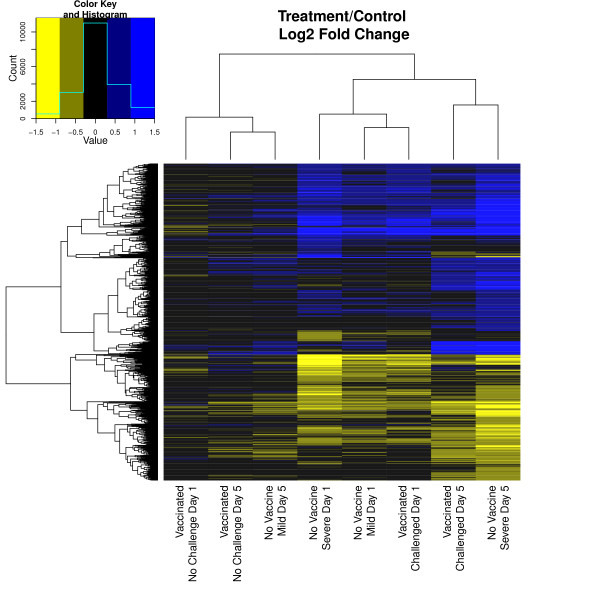
**Heatmap comparison of treatments and controls**. Visual representation of log2 fold change differences between all treatment groups and day appropriate NV-NC control. Genes included were significant in at least one contrast presented (q-value < 0.05). Positive fold change indicates greater expression in treatment group.

### Gene ontology analysis

All contrasts in which there were sufficient DE genes (n > 29) were further analyzed for common biological processes (BP). For GO analysis, seven contrasts had significantly enriched BP terms. There were 156 unique BP terms, of which 95 were uniquely represented once across all 7 contrasts (See Additional Files 2, 3, 4, 5, 6, 7, 8). Many of the repeated biological process terms focused on white blood cell regulation along with defense/immune response to bacteria, and metabolic processes. The groups with the highest number of DE genes had the most biological terms common to these genes (Table 2). In contrasting NV-C severe and NV-NC control groups, on day 1 PI many biological processes were centered around immune and defense response, while day 5 PI heavily focused on regulation of white blood cells. 

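Lists of genes by function, fixed before the data were examined, were tested in NV-C severe birds on both days. On day 1 antimicrobial peptides (DEFB4A, CATH1, CATH2, LYG2 and LYZ) had 4 genes higher and 1 lower, also when adjusted over the list alone (camera, adjusted p = 0.000161, and 0.107 with an estimated correlation). Heterophil markers had 3 higher and 1 lower (the same when adjusted over the list alone; adjusted p = 0.00804, and 0.115 with an estimated correlation). DEFB4A and CATH2 are in both lists, and EXFABP, the heterophil marker measured outside the peptides, was saturated on some arrays. The heterophil list is therefore not separate evidence. Macrophage markers had 1 higher and 0 lower, and 3 higher when adjusted over the list alone (adjusted p = 0.0111, and 0.107 with an estimated correlation). TF, which carries iron in plasma, rose by 0.89, and the other acute-phase gene measured, EXFABP, rose too. Both calls ended with the authors' value table (q = 0.108 and 0.508). Of 10 measured cell-cycle genes 1 was lower, the replication helicase MCM6 (log2 fold change -0.49, q = 0.00915). Its call ended with the authors' value table (q = 0.657) and with median centring (q = 0.425). T and NK cell markers had 0 genes called on day 1 from limma, of 6 measured (0 under the Benjamini-Hochberg adjustment over the list alone). On day 5 the antimicrobial list shifted down (median -0.91, adjusted p = 0.0183, and 0.212 with an estimated correlation) with 0 called and 1 lower when adjusted over the list alone. T and NK cell markers had 1 higher, IFNG, and when adjusted over the list alone 2 lower, the T-cell receptor parts CD3E (-1.19, q = 0.0677) and CD3D (-0.74, q = 0.0995). B cell markers had 1 higher, XBP1, and 1 lower when adjusted over the list alone. Macrophage markers had 1 higher, C1QA (1.12, q = 0.0168, but 0.46 and q = 0.558 with the authors' value table), and 2 when adjusted over the list alone. ER stress genes had 2 higher and 3 when adjusted over the list alone (adjusted p = 0.00564, and 0.122 with an estimated correlation). Genes of nitric oxide, arginine and amino acid metabolism had 2 higher on day 5, 2 when adjusted over the list alone, with a median of 1.06 (adjusted p = 0.000556, and 0.0214 with an estimated correlation). Ribosomal protein genes had medians of -0.35 and -0.49 on the 2 days (adjusted p = 0.000256 and 0.000119, and 0.124 and 0.122 with an estimated correlation). They had 1 and 2 genes lower, or 4 and 3 when adjusted over the list alone.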

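Accessions that the paper's supplementary tables list under its enriched terms were also traced in the files. Antimicrobial and immune genes among them have mostly no symbol, so only counts are given. For NV-C severe birds on day 1, 92 of 110 listed accessions were past the signal filter and 80 were called, 51 higher and 29 lower. On day 5, 102 of 115 were past it and 51 were called, 40 higher and 11 lower. Between severe and mild birds of day 5, 69 of 81 were past it, with 14 higher and 8 lower. V-C birds on day 1 had 20 called of 22 past the filter, all higher, and on day 5 they had 0 called of 4. For the severe group over time, 8 of 10 were called, all lower on day 5. The tables' genes were chosen on these same samples, so the counts are not independent evidence.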

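Of the measured cytokine and receptor genes, IL18, IFNG and IL20RA were higher in NV-C severe birds on day 5. Of 8 measured genes of a Jak-STAT list, none of them a cytokine or cytokine receptor, 0 passed the test (limma). Of 7 cytokines and chemokines measured on day 5, 2 were higher than in the control, IL18 and IFNG, and 3 when adjusted over the list alone (camera, adjusted p = 0.014, and 0.122 with an estimated correlation). The third was IL15, a growth factor of T and NK cells, with a log2 fold change of 1.64 (standard error 0.53, q = 0.0664). Of 8 cytokine and chemokine receptors 1 was higher, IL20RA (0.81, q = 0.00937), and 1 when adjusted over the list alone (adjusted p = 0.0324, and 0.122 with an estimated correlation). The day 5 calls of IL20RA and IL18 against the control ended with median centring (q = 0.296 and 0.065). Against mild birds the cytokine list had 2 higher (2 when adjusted over the list alone; adjusted p = 0.00554) and the receptor list 1 (1 when adjusted over the list alone; adjusted p = 0.034). Both had an adjusted p of 0.085 with an estimated correlation. JAK2, SOCS2, SOCS4, PIAS4, BCL2, CCND1, SPRED1 and STAM2 were the 8 measured Jak-STAT genes, out of 54 fixed and 13 on the array with a symbol. Limma called 0 of them against the control on day 5, with 0 under the Benjamini-Hochberg adjustment over the list alone. The paper's Jak-STAT pathway shares elements with its cytokine and receptor pathway, so these 8 genes are an unlike set and do not test its result. Their median was -0.02 there (adjusted p = 0.955) and 0.10 against mild birds (adjusted p = 0.742). On day 1 the cytokine list had 2 genes higher, IL18 and the TNF family member TNFSF15 (0.90, q = 0.0115), and 4 when adjusted over the list alone (adjusted p = 0.0141, and 0.115 with an estimated correlation). The call of TNFSF15 ended with the authors' value table (q = 0.481).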

The two most influenced KEGG pathways were the Jak-STAT signaling pathway and the cytokine-cytokine receptor interaction pathway, which occurred in the contrast between NC-C severe and NV-NC control on day 5 and in the contrast between NV-C severe and NV-C mild on day 5.

**Table 2:** Number of GO biological terms found in each contrast

Contrast	DE Genes	Biological Terms
NV-C Mild Day 1 vs. NV-NC Control Day 1	29	2

NV-C Severe Day 1 vs. NV-NC Control Day 1	1101	27

NV-C Severe Day 5 vs. NV-NC Control Day 5	1723	73

V-C Day 1 vs. NV-NC Control Day 1	182	27

V-C Day 5 vs. NV-NC Control Day 5	137	1

NV-C Severe Day 1 vs. NV-C Severe Day 5	248	4

NV-C Severe Day 5 vs. NV-C Mild Day 5	799	63

Number of differentially expressed (DE) genes found between contrasts of interest and the number of biological terms found using those genes.

### Quantitative PCR validation

Quantitative real time PCR (qPCR) was carried out on ten significantly DE genes, using a subset of the same RNA samples used for microarray analysis, to confirm the results seen on the microarray. Samples from vaccinated groups were not included in qPCR analysis due to no DE genes from vaccination effect, allowing analysis of 24 samples (4 replicates from 6 treatment groups). A normalizer gene, ribosomal 28S, was used to correct for starting template amount. Results from qPCR validation show general agreement with microarray results in direction of expression and significance (Table 3).

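For 4 of the tested genes a probe with a symbol was past the signal filter, and the array side of these is given here. IFNG, the macrophage-activating cytokine, was 1.22 higher in NV-C severe birds than in the control on day 5 (standard error 0.22, q = 0.00135) and 1.02 higher than in mild birds (standard error 0.22, q = 0.0177). The IFNG signal was above background on 1 of the 4 control arrays, so its size there is uncertain. In the contrast with mild birds its call ended with median centring (q = 0.167), without the mild array at slide 4, position 3 (q = 0.0734) or slide 9, position 4 (q = 0.0793), and without the severe array at slide 8, position 1 (q = 0.0577). DEFB4A, avian beta-defensin 2, had -1.93 on day 5 against the control (standard error 0.82, q = 0.182) and -2.29 against mild birds (q = 0.174). Neither difference passed the test, and its SD in the severe group was 1.53 on the log2 scale (n = 4 arrays). With reference similarity as a random block, chosen for single genes after the data were seen, the contrast with mild birds passed (q = 0.0469). TLR2, a receptor for bacterial lipoproteins, had a log2 fold change of 0.21 on day 1 (standard error 0.20, q = 0.573) and -0.05 on day 5 (q = 0.764). LY96, the MD-2 protein that binds endotoxin for TLR4, had 1.06 against the control (standard error 0.43, q = 0.164) and 1.30 against mild birds (q = 0.137) on day 5. It passed in both with slide as a random block (q = 0.0294 and 0.0355), with reference similarity (q = 0.00953 and 0.00437) and with scan session (q = 0.0085 and 0.0357), settings chosen for single genes after the data were seen. The remaining genes were not analysed here.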

**Table 3:** Quantitative PCR validation

Gene	Contrast	qPCR	Microarray
AvBD 2	NV-C Severe Day 5 vs. NV-C Mild Day 5	-3.035*	-2.038**

	NV-C Severe Day 1 vs. NV-NC Control Day 1	2.954**	1.552**

	NV-C Severe Day 5 vs. NV-NC Control Day 5	-3.206**	-1.863**

	NV-C Severe Day 1 vs. NV-C Severe Day 5	5.525**	2.931**

AvBD 6	NV-C Severe Day 1 vs. NV-NC Control Day 1	2.592**	1.719**

	NV-C Severe Day 1 vs. NV-C Severe Day 5	4.726**	2.194**

AvBD 7	NV-C Severe Day 5 vs. NV-C Mild Day 5	-4.259	-3.440**

	NV-C Severe Day 1 vs. NV-NC Control Day 1	1.214	1.731**

	NV-C Severe Day 1 vs. NV-C Severe Day 5	4.446*	3.346**

IL1B	NV-C Mild Day 1 vs. NV-NC Control Day 1	0.567	3.826**

	NV-C Severe Day 1 vs. NV-NC Control Day 1	1.290	1.836**

	NV-C Severe Day 5 vs. NV-NC Control Day 5	2.296	1.960**

IL6	NV-C Severe Day 5 vs. NV-C Mild Day 5	2.263	1.117**

	NV-C Severe Day 1 vs. NV-NC Control Day 1	3.027*	1.227**

	NV-C Severe Day 5 vs. NV-NC Control Day 5	2.611	1.138**

IFNG	NV-C Severe Day 5 vs. NV-C Mild Day 5	2.399**	1.154**

	NV-C Severe Day 5 vs. NV-NC Control Day 5	2.427**	2.000**

TLR 2	NV-C Severe Day 1 vs. NV-NC Control Day 1	-0.070	1.140**

	NV-C Severe Day 5 vs. NV-NC Control Day 5	0.699	0.984**

TLR 4	NV-C Severe Day 5 vs. NV-NC Control Day 5	1.396*	1.336**

MD-2	NV-C Severe Day 5 vs. NV-C Mild Day 5	0.028	5.311**

	NV-C Severe Day 5 vs. NV-NC Control Day 5	0.034	1.230**

IL1-R, type II	NV-C Severe Day 1 vs. NV-C Mild Day 1	1.574 **	1.263**

	NV-C Severe Day 1 vs. NV-NC Control Day 1	1.241	2.676**

Log2 fold change between contrasts presented. + values indicate higher expression in the first group, - values indicate higher expression in the second group. ** *P *value < 0.05 in qPCR, q-value < 0.05 in microarray, * *P *value < 0.10 in qPCR

## Discussion

### Experimental design

This was a novel experimental design, allowing a contrast not only between challenged and non-challenged individuals, but also varying degrees of pathology. The large number of birds allotted into the challenged groups allowed the identification of a sufficient spread of lesion scores to separate pathology groups (Figure 1). These commercial birds were raised in a homogenous environment and exhibited a large spread in pathological response, suggesting that a mechanism other than environment, genetic variation, is responsible for the resistant or susceptible phenotypes and is available to select upon.

The common reference design was selected for this microarray experiment. Although there are loop designs that could gain some efficiency for some contrasts, the efficiency gain of could be eliminated in the instance of a loss of a microarray slide. This is because a rather big loop would be needed for our study of 10 treatment groups and the design of the microarray slide with 4 arrays per 1 slide would result in a large loss of data if a slide were to fail. However, reference design is very robust in this sense. Statistical calculation also shows that the reference design using the most naïve group, the NC-NV-D1 group, as the reference provides comparable variance estimates for our contrasts of interest with the loop design. The common reference design was suggested by Dobbin and Simon [29] because it produces better results than does a loop design for multiple comparisons and clustering analysis, both of which were applied in data analysis.

### Differential gene expression

Surprisingly, there was no significant vaccination effect on gene expression in the spleen. The vaccine, however, was clearly effective in protecting the chicks, as evidenced by the lesion scores. There are several variables that could contribute to no detection of DE genes in response to vaccination: statistical power, the tissue examined or the timeframe selected, in regard to age vaccinated, age challenged, and time points tissues were collected. Fold change calculations of these non-significant genes reveal few changes of 2 fold or greater, suggesting that inter-animal variation was not responsible for lack of detection of differential expression. 

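Large changes were rare in vaccinated birds that were not challenged (V-NC), and the only named genes among them were not defence genes. These were ALB, a liver transcript, and THRSP, a regulator of fat synthesis in liver and fat tissue (q = 1.0), both on day 1 and both named after their values were seen. DEFB4A, the beta-defensin, averaged -0.45 on day 1 with an SD of 1.53 (n = 4 arrays). On day 1, 27 of 18571 probes (0.145%) differed from the control by 2-fold or more, and on day 5 it was 9 (0.0485%). In NV-C severe birds 311 probes did so on day 1 and 697 on day 5. Arrays of the V-NC group had a median SD of 0.285 per probe on day 1 and 0.314 on day 5, against 0.313 and 0.354 in the severe group. From the few changes of 2-fold or more, the paper proposes that variation between animals was not what kept differential expression from being detected.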

The spleen is an important immunological organ in the chicken and has been successfully utilized to detect differences in cytokine gene expression after immunization Marek's disease vaccines and DNA vaccines [30-34]. The selection of vaccination at 2 weeks of age has also been successfully utilized to detect splenic expression differences [31], with several other vaccination times used successfully: day 18 of incubation, 1 day of age, and 2 weeks of age with a 4 week booster [30,32-34]. The time period selected between immunization and sampling can greatly impact the ability to detect expression differences, with later sampling times, 10 days post vaccination, showing reduced expression differences compared to earlier sampling times [31,33], though detection 26 days post vaccination is still possible [34]. It is likely that the selection of 1 and 5 days post challenge, 15 and 20 days after initial vaccination, was not optimal for expression discovery in the spleen utilizing an Iss vaccine.

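Vaccinated challenged birds raised several of the genes of severe birds on day 1 and few of them past the test on day 5. In V-C birds on day 1 EXFABP rose by 2.35 (standard error 0.45, q = 0.00381), with its spot saturated on 2 of the 4 arrays. Its call ended with the authors' value table (0.49, q = 0.881) and without the array at slide 8, position 2 (q = 0.051). Also higher were GSTA3, a glutathione transferase of detoxification, by 2.01, and the adhesion molecule CDH2, by 1.66. The call of GSTA3 ended with the authors' value table (q = 0.0625) and with no signal filter (q = 0.0932). Median centring and no moderation, added for single genes after the data were seen, ended it too (q = 0.117 and 0.0657). CDH2 was lost with median centring (q = 0.1). Of the 11 named calls, 8 ended without the array at slide 8, position 2. IL18 rose by 1.13 and PTX3 at least 3.37-fold. The call of IL18 ended with median centring (q = 0.0657). That of PTX3 ended with no signal filter (q = 0.0784), without moderation (q = 0.0558) and with reference similarity as a random block (q = 0.0708). FSHR fell by 1.00 and GFRA1, a receptor of a nerve growth signal, by 1.19. Antimicrobial DEFB4A was at 0.62 (q = 0.768), CATH1 at -0.09 (q = 0.905) and LYG2 at 0.62 (q = 0.45). There were 294 probes past the test, 208 higher and 86 lower, and 29 without the array at slide 8, position 2. Of the 294, 250 were called in the severe group with the same sign, where independent calls would have given 6.84 higher and 2.19 lower, though both contrasts share the day 1 reference. On day 5 there were 23, among them SEL1L (1.53, q = 0.0375) and LIMD1 (-0.96, q = 0.0319), and all 23 were called in severe birds, though both contrasts subtract the same 4 control arrays, so some overlap needs no shared response. The calls of SEL1L (q = 0.0877) and LIMD1 (q = 0.541) ended with the authors' value table. The count was 142 with a dye term, 348 with slide and 440 with reference similarity as a random block, and 584 with scan session, a setting chosen after the data were seen. TLR15 and HELZ2 stood 1.01 and 1.09 above the control (q = 0.245 and 0.0808), and IFNG 0.87 (q = 0.123). IFNG passed with a dye term (q = 0.046), with slide (q = 0.0123) and with reference similarity (q = 0.00581) and with session (q = 0.00811), the last 3 chosen for single genes after the data were seen. The day 5 count was 0 without the V-C array at slide 4, position 2, at slide 7, position 1, or the control at slide 6, position 4 or slide 8, position 3, and 115 without the V-C array at slide 1, position 4. Genes of nitric oxide, arginine and amino acid metabolism shifted up on day 5 with 0 called by limma and 3 higher when adjusted over the list alone (camera, adjusted p = 0.00176, and 0.0277 with an estimated correlation). The ER stress list had 1 higher (2 when adjusted over the list alone; adjusted p = 0.00545, and 0.255 with an estimated correlation). Compared directly, severe and V-C birds differed in 2 unnamed probes on day 1 and 0 on day 5 (limma, 0 under the Benjamini-Hochberg adjustment, 819 at an unadjusted p under 0.05). The antimicrobial list was higher in severe birds on day 1, with 0 called and 4 when adjusted over the list alone (adjusted p = 4.23e-10, and 0.00869 with an estimated correlation).

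**Figure D5:**
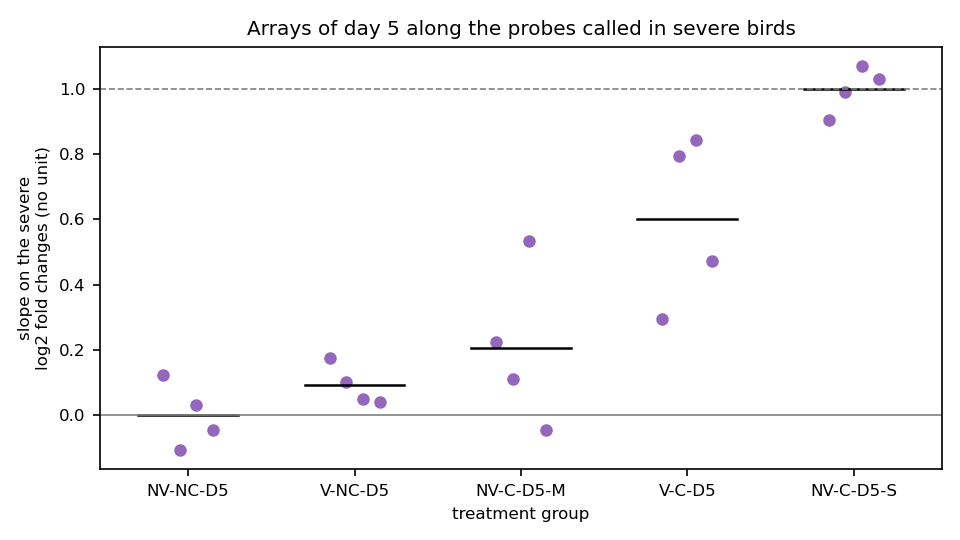
Position of each day 5 array between the NV-NC control (0) and NV-C severe (1) means, over the 797 probes called in the severe group. V-C arrays lie from 0.296 to 0.845 and mild arrays from -0.05 to 0.535.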

There were more DE genes in the NV-C severe group than the V-C group on both days when contrasted against NV-NC control. Analysis of host-pathogen interaction genes [34] and cytokines [30] in response to Marek's Disease virus challenge revealed more DE genes in the spleens of non-vaccinated birds than vaccinated. This trend was again seen in birds challenged with *Salmonella *Enteritidis in the cecum of vaccinated and non-vaccinated birds [35]. Non-vaccinated birds that receive a pathogen challenge may rely more on significant changes in gene regulation to fight off bacteria than vaccinated birds. The greater amount of DE genes detected may also be attributed to the selection of average lesioned birds for representatives of the V-C group, though the number of DE genes is still a small fraction of that generated by the severe group.

Effect of APEC challenge on splenic gene expression varied with level of pathology. The contrasts in which there were the largest numbers of DE genes involved the NV-C severe group. Severe pathology may produce the largest changes in gene expression levels making them easier to detect, as observed with serum cytokine levels [36]. The NV-C mild group varied little from the NV-NC control, suggesting that the bacteria may have been cleared and the bird returned to homeostasis by day 5, while still exhibiting a small response on day 1. In contrast, the number of DE genes increased from day 1 to day 5 in the NV-C severe group compared to the NV-NC control. 

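Among named genes, only DEFB4A, an antimicrobial peptide gene, passed the test for a severe contrast that differed between the days. The difference of the severe contrast on day 5 from that on day 1 was -5.10 for DEFB4A (q = 0.025). It was the only named gene among 22 probes past the interaction test, 14 higher and 8 lower. The other probes carry no symbol, and whether they measure the same or related genes was not determined. The lowest of them was at -5.08 (q = 0.00723), so DEFB4A may not be the only antimicrobial gene past this test. The antimicrobial list moved down (1 lower; 4 when adjusted over the list alone; camera, adjusted p = 5.02e-11, and 0.00536 with an estimated correlation). At a q-value under 0.05 the severe group had 1084 probes on day 1 and 797 on day 5. The order was reversed with slide as a random block (1202 and 1674), with reference similarity (1072 and 2703) and with scan session, chosen after the data were seen (1222 and 1717). At 2-fold or more, whatever the q, it was reversed too, as given beside the vaccinated groups. Single arrays could also reverse it. Leaving out the control at slide 1, position 1 raised the day 5 count above 1084. Leaving out the severe day 1 array at slide 1, position 2, slide 7, position 3, or slide 8, position 4 brought the day 1 count under 797. In the model fitted here, without a replicate effect, the day 5 contrasts carry the error of 2 groups of arrays and the day 1 contrasts that of 1. Its median standard errors were 0.176 on day 1 and 0.249 on day 5. In the paper the NV-NC day 1 sample of a replicate was the reference for all its other samples. Error shared through that sample is not accounted for in these standard errors, so their gap belongs to this model.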

Past studies utilizing *Salmonella *and two distinct genetic populations illustrated differences in gene expression patterns between mild and severe pathologies unique to a genetic background [37], demonstrating the importance of assessing responses in lines of interest, such as a commercial line used in this study, for potential application. Commercial type birds, broiler chickens and broiler × Leghorn chickens, noted the same increase in gene expression over time under severe pathology, while chickens with a more robust chicken background, broiler × Fayoumi, had fewer DE genes that decreased over time under severe pathology [37]. Due to the clear difference in number of DE genes seen between either NV-C mild or NV-C severe and the NV-NC control group, it is unusual that there is not a higher number of DE genes detected between the NV-C mild and NV-C severe groups on day 1. Levels of serum amyloid A and cytokines showed a linear trend between control, mild, moderate and severe conditions [36]. This suggests that this is the trend for splenic gene expression level between NV-NC control, NV-C mild and NV-C severe groups. This intermediate expression could make it more difficult to detect expression differences, while the large expression level changes in the NV-C severe group make it easy to detect them against NV-NC control.

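Mild birds of day 1 sat between the control and the severe birds for most genes that the severe birds changed. For GCH1 and IL18 the mild group stood at 1.48 and 0.75 on the log2 scale. Of the 1084 probes called in the severe group, 1056 (97.4%) had the same sign in the mild group, and 1027 (94.7%) lay between 0 and the severe value. The mild change was a median of 0.561 of the severe change, and the slope across probes was 0.553. By the same measure V-C birds had 953 probes (87.9%) in between and a median ratio of 0.638, and V-NC birds 619 (57.1%) and 0.0358. These probes were picked on the severe arrays, which enlarges the severe side. Of the 90 probes picked instead on the mild arrays, 69 (76.7%) had a larger change in severe birds, with a median ratio of 1.26. Single mild arrays lay at 0.345, 0.45, 0.46 and 0.959 of the severe mean, the last at slide 5, position 3. The paper proposes a graded trend of splenic expression on the ground of published serum levels.

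**Figure D6:**
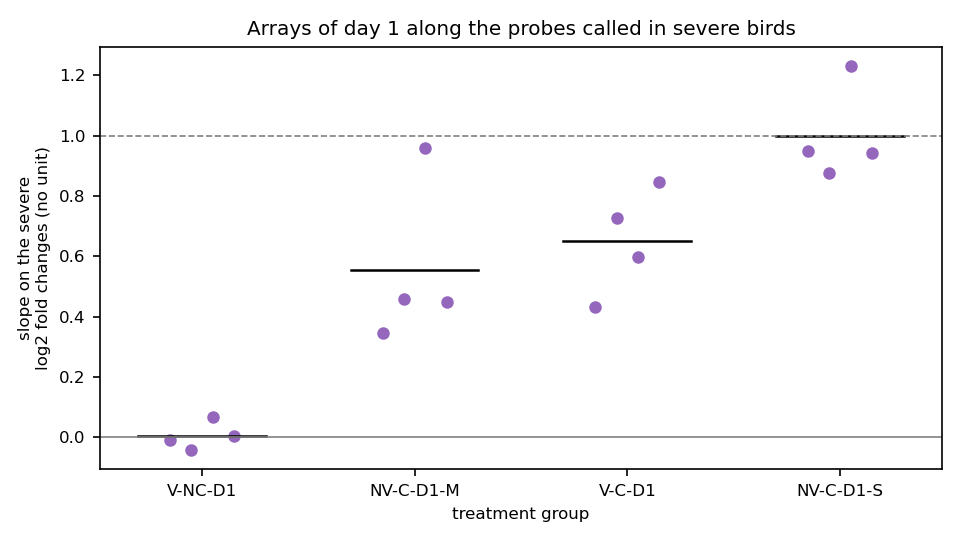
Position of each day 1 array on the line from the reference (0) to the NV-C severe mean (1), over the 1084 probes called in the severe group. Mild arrays lie from 0.345 to 0.959, V-C arrays from 0.433 to 0.847 and V-NC arrays from -0.04 to 0.07.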

At both tissue harvest times, more genes increased expression in challenged groups compared to NV-NC control groups (55-78%) and more increased in severe compared to mild pathology group on day 5 (66%). Bacterial challenge has been demonstrated to cause more gene induction than repression [37], particularly within cytokines [38]. Direction stayed consistent for genes that were significant on both days. Of the genes that were differentially expressed in NV-C severe compared to NV-NC control on both days, 385 of 387 were in the same direction of regulation and all 6 DE genes on both days in the V-C groups were in the same direction of regulation.

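Several genes that severe birds raised on day 1 were also called higher on day 5. BST1, GCH1, PTX3, EXFABP, IL18, TLR15, IL20RA and C1QA were higher on both days. With the authors' value table the calls of EXFABP (q = 0.508 and 0.22) and C1QA (q = 0.856 and 0.558) ended on both. Median centring, applied to single genes after the data were seen, ended that of IL20RA on both days (q = 0.193 and 0.296). It also ended that of IL18 on day 5 (q = 0.065) and that of C1QA on day 5 (q = 0.197). Probes called on both days numbered 305, of which 303 had the same direction (99.3%), 229 higher and 74 lower. Independent calls would have given 17.6 higher and 6.65 lower. The remaining 2 probes carry no gene name. In V-C birds 2 of 2 probes called on both days had the same direction. Antimicrobial DEFB4A, CATH1 and CATH2, called on day 1 alone, had the opposite sign on day 5 without passing the test there.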

In generation of the heatmaps, genes included were largely driven by the NV-C severe group, requiring a minimum q-value of 0.05 across all contrasts included. Comparing the change over time for each treatment group (Figure 5), groups clustered as expected based on earlier contrast comparisons. The NV-C mild pathology group showed little difference compared to NV-NC control and also showed more similar expression pattern changes to the V-NC group than to the NV-C severe and V-C group. As expected, both the NV-NC and the V-NC groups exhibit minimal changes of 2 fold or greater, further illustrating the lack of expression changes over time without a pathogen stimulus. 

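No gene passed the test for a change with age alone in unchallenged birds. In NV-NC birds DEFB4A had a log2 difference of 0.44 from day 1 to day 5 (standard error 0.58, q = 1.0), IL18 of -0.29 (q = 0.989) and EXFABP of -0.91 (q = 0.955), which enters its day 5 contrasts with this control. Limma called 0 probes in NV-NC birds (0 under the Benjamini-Hochberg adjustment, 954 at an unadjusted p under 0.05) and 15 differed by 2-fold or more. In V-NC birds it also called 0 (0 and 71), with 24 at 2-fold or more. Ribosomal protein genes shifted up in NV-NC birds (camera, adjusted p = 0.0144), and the adjusted p was 0.687 with an estimated correlation. In mild birds the same list shifted up (adjusted p = 0.000353, and 0.202 with an estimated correlation), as did the endothelial list (adjusted p = 0.0433, and 0.14 with an estimated correlation). In V-C birds ribosomal and ER stress lists shifted up (adjusted p = 0.0052 and 0.00432, and 0.804 and 0.351 with an estimated correlation).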

When comparing each treatment with the NV-NC control (Figure 6), the NV-C mild group on day 1 was most similar to the other challenged groups, while on day 5 it clustered with non-challenged groups, supporting the hypothesis of returning to homeostasis, or a non-challenged state, by day 5. Contrasts that represented the same day post challenged clustered together, demonstrating strong similarities in expression changes over time among groups.

### Gene ontology investigation

The advantage of utilizing a global microarray is the potential to investigate and discover a wide range of gene ontology (GO) terms hidden within the dataset. Although it is difficult to differentiate cause and effect in gene expression in a pathogen challenge, functional terms enriched in the biological processes may grant some insights. Terms related to immune response, regulation of immune related cells, and metabolic processes commonly appeared in contrasts involving the NV-C severe group on both days or V-C group on day 1, consistent with bacterial infection as detected in multiple tissues [39-42].

The NV-C severe group on day 1 had many terms related to response to bacteria, inflammation and circulatory processes, along with a few receptor signaling terms. Particular genes among these groups included the avian beta-defensins, known peptides with antimicrobial activity that have demonstrated induction patterns in various tissues in response to *E.coli *derived lipopolysaccharide and *Salmonella *[43-45]. Toll-like receptors (TLR) recognize conserved molecular patterns common to many pathogens. Changes in TLR expression, in response to bacterial infection, have also been demonstrated [17,46]. Induction of pro-inflammatory response after pathogen challenge is common [47]. The changes seen in inflammation and circulatory processes may be responsible for observed lesion phenotype.

At day 5, many of the terms found in the NV-C severe group had changed, focusing more on regulation of white blood cells, localization and transport, with lesser emphasis on metabolic and biosynthetic processes than day 1. The severe status of these birds may be attributed to a slower response by these defense mechanisms. Cytokines and chemokines help signal white blood cells and attract them to sites of infection. Many cytokines have reported expression differences in less than 5 days post infection [42,48]. The main detectable differences between NV-C mild and NV-C severe groups on day 5 involved response mechanism and regulation of WBC. The Jak-STAT and cytokine-cytokine receptor interaction pathways have several overlapping elements, 6 and 9 overlapping elements in contrasts of NV-C severe vs. NV-C mild on day 5 and NV-C severe vs. NV-NC control on day 5 respectively. Bacterial infection has previously noted changes in the Jak-STAT pathway in granulosa cells [40] and cecal tissue [39]. Changes in genes in these pathways have also been discovered in spleen after *Clostridium *infection: signal transducer and activator of transcription, growth factor receptor-bound protein, cytokines and cytokine receptor genes [42].

The low number of DE genes found between several contrasts of interest limited GO analysis. Only one biological process term was significantly enriched in two contrasts examined: intracellular signaling cascade, between NV-C mild and NV-NC control groups on day 1 and transcription, between V-C and NV-NC control on day 5. As with many current microarrays, annotation has limited the extent of GO analysis, illustrating the urgent need to increase our knowledge in gene functions of genome sequences which have been discovered [49].

## Conclusions

There is a large difference in splenic transcriptome profiles between birds with mild and severe lesions in response to APEC infection, revealing gene networks potentially associated with disease resistance. The response of birds with severe lesions is much larger, both in magnitude and number of differentially expressed genes, than birds with mild lesions. Time post-challenge with APEC also resulted in significant differences in gene expression. Few differences were detected between the NV-C mild group and NV-NC control at day 1 and zero at day 5, suggesting that immune response to APEC was very rapid, occurring before day 1 sampling, or involved few detectable gene expression changes. Vaccination generated an efficacious protective effect, but no expression differences were detected at 2 weeks post vaccination. The gene ontology terms found within uniquely differentially expressed genes of birds with severe lesions helped provide insight into what genes are different as well as the overall processes defined by those genes. Changes in the Jak-STAT pathway and cytokine-cytokine receptor signaling highlight the importance of proper signaling cascades to fight infection. The results from this study add greater depth to the knowledge base about chicken host response to APEC.

## Authors' contributions

ES participated in necropsy, processed tissues, performed microarray experiments, analyzed data, conducted qPCR validation and drafted the manuscript. MO participated in the development of the microarray experimental design and assisted in data analysis. EB participated in qPCR validation. NB participated in qPCR validation. XL mentored and supervised microarray experiments. HZ provided equipment and annotation files for microarray experiments. TJ participated in the design of the study and necropsy. SK participated in the design of the study, purified Iss-GST fusion protein, and oversaw animal experiments (prepared Institutional Animal Care and Use Committee protocols and, performed vaccination, bacterial challenge and necropsy). PL participated in design of the study, necropsy and data analysis. LN participated in the design of the study, necropsy and oversaw animal experiments and bacterial challenge. SL participated in the design of the study, necropsy and interpretation of the results. All authors read, edited and approved the final manuscript.

## Supplementary Material

Additional file 1 **Primers utilized for qPCR analysis**. Forward and reverse primer sequences used for quantitative PCR analysis. Click here for file

Additional file 2 **Mild vs. Control, Day 1**. Results of DAVID analysis of significant genes using a custom background of genes included in the microarray analysis. Results presented are of the Biological Processes ALL category. Click here for file

Additional file 3 **Severe vs. Control, Day 1**. Results of DAVID analysis of significant genes using a custom background of genes included in the microarray analysis. Results presented are of the Biological Processes ALL category. Click here for file

Additional file 4 **Severe vs. Control, Day 5**. Results of DAVID analysis of significant genes using a custom background of genes included in the microarray analysis. Results presented are of the Biological Processes ALL category. Click here for file

Additional file 5 **Vaccinated Challenged vs. Control, Day 1**. Results of DAVID analysis of significant genes using a custom background of genes included in the microarray analysis. Results presented are of the Biological Processes ALL category. Click here for file

Additional file 6 **Vaccinated Challenged vs. Control, Day 5**. Results of DAVID analysis of significant genes using a custom background of genes included in the microarray analysis. Results presented are of the Biological Processes ALL category. Click here for file

Additional file 7 **Severe vs. Mild, Day 5**. Results of DAVID analysis of significant genes using a custom background of genes included in the microarray analysis. Results presented are of the Biological Processes ALL category. Click here for file

Additional file 8 **Severe Day 1 vs. Severe Day 5**. Results of DAVID analysis of significant genes using a custom background of genes included in the microarray analysis. Results presented are of the Biological Processes ALL category. Click here for file

# Supplementary material for: Spleen transcriptome response to infection with avian pathogenic Escherichia coli in broiler chickens
**Source:** BMC Genomics. 2011 Sep 27;12:469. doi: 10.1186/1471-2164-12-469
**Supplement:** Additional file 1 — Primers utilized for qPCR analysis. Forward and reverse primer sequences used for quantitative PCR analysis.

## Table 2 - Primers utilized for qPCR analysis

| Primer | Forward Sequence (5’-3’) | Reverse Sequence (5’-3’) | Reference |
| --- | --- | --- | --- |
| AvBD2 | TTTCTCCAGGGTTGTCTTCG | AGCAGCTTCCGACTTTGATT | Designed for Current Study |
| AvBD6 | TGCAGGTCAGCCCTACTTTT | GTCCACTGCCACATGATCC | Designed for Current Study |
| AvBD7 | CTGCTTTCCAGGGATCTGTC | GCCAGAGAAGCCATTTGGTA | Designed for Current Study |
| IL1β | GCTCTACATGTCGTGTGTGATGAG | TGTCGATGTCCCGCATGA | Withanage et al., 2004 Infection and Immunity, 72:2152-2159. |
| IL6 | GCTCGCCGGCTTCGA | GGTAGGTCTGAAAGGCGAACAG | Kaiser et al., 2000 Microbiology, 146:3217-3226. |
| IFNγ | GTGAAGAAGGTGAAAGATATCATGGA | GCTTTGCGCTGGATTCTCA | Kaiser et al., 2000 Microbiology, 146:3217-3226. |
| TLR2 | CCGGTGCTTCATTCACAGAT | CATATCCCATGCTCCTTTCC | Designed for Current Study |
| TLR4 | GGATCTTTCAAGGTGCCACA | CAAGTGTCCGATGGGTAGGT | Abasht et al., 2008 Veterinary Immunology and Immunopathology, 123:314-323 |
| MD2 | ATGAAGCATCCCACCCAATA | AATGAGCTGAAGAATCACAAAAAGT | Designed for Current Study |
| IL1R | TCCAGTGGTACAAGGATGCTC | GCCGGAGTCTGTCGGTAATA | Designed for Current Study |
| 28S | GGCGAAGCCAGAGGAAACT | GACGACCGATTTGCACGTC | Kaiser et al., 2000 Microbiology, 146:3217-3226. |

How the deposited data were processed for this re-analysis (not part of the article)

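Spleen RNA of broilers was measured on 36 2-colour arrays on 9 slides, with 4 arrays for each of 9 test groups and RNA of the NV-NC day 1 group as the other sample on every array. Each group had 2 arrays with the test sample in Cy3 and 2 with it in Cy5. The deposited scanner files hold, as the authors' scanner software wrote them and with no normalization, the median foreground and background intensity and the background standard deviation of each spot in both dyes. They also hold, as deposited, the percent of each spot's pixels at the scanner's limit. The deposited value table of the authors holds log2 values, made by taking the log2 of foreground over background and then a LOWESS normalization, and its columns had a median r of 0.99972 with log2 foreground over background. The table lists 24851 spots of 23924 distinct probes. There are 72 deposited scanner files, 2 for each array, and both files of an array are identical, so 36 were used. The arrays were scanned in 5 sessions that are largely the same as the dye orientation, with at most 2 arrays of a group in a session. The paper's model used the experimental replicate as a random effect, and the labels do not give that replicate, so no replicate effect was fitted.

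Background was removed with the normexp model (offset 50) and log2 ratios of test to reference were normalized by loess within each array, in limma. Repeated spots of a probe were averaged. An array has 45220 spots, 1417 of them controls. Of 42033 probes, 18571 had a mean signal to noise ratio, the foreground less the background over the background SD, of at least 3. How the authors' rule arrives at 24851 is not given in the sources used here. Per array the spots with a ratio of at least 3 were 40.05% to 51.85% in Cy3 and 24.39% to 44.52% in Cy5. A spot was counted as saturated with at least 50% of its pixels at the limit, and 8619 to 17341 spots per array carried the scanner's mark for a spot not found. The number of arrays and the signal over background limit the precision. Of all probes, 2820 could be given a symbol (2587 distinct) from the deposited annotation and the reference of gene names, while 39167 had no name, 14 an ambiguous one and 32 a locus alone, which include most probes for genes the paper tested by qPCR.

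Linear models with 9 group means were fitted with limma and its moderated test was used, 2-sided. Day 1 contrasts with the control are group means of the log ratio, since the reference is the control itself, and day 5 contrasts are differences of 2 group means. Storey and Tibshirani q-values (lambda from 0.05 to 0.95 in steps of 0.05, spline with 3 degrees of freedom) were called at a q under 0.05. Counts by direction also used a fold change of at least 1.5. Gene lists were antimicrobial peptides, Toll-like receptor signalling, cytokines and chemokines, cytokine and chemokine receptors, Jak-STAT signalling, interferon-stimulated genes, acute phase and iron binding, complement, heterophil, macrophage, T and NK cell, B cell and plasma cell, erythroid and thrombocyte markers, cell cycle, MHC and antigen processing, ER stress and heat shock, oxidative phosphorylation, glycolysis and hypoxia, ribosomal proteins, nitric oxide with arginine and amino acid metabolism, extracellular matrix and smooth muscle, endothelial markers, and liver, pancreas and skeletal muscle markers. Lists with at least 3 measured members were tested with camera (preset correlation 0.01, and estimated), adjusted over lists by Benjamini-Hochberg within a contrast. Where a gene had several probes, the one of highest mean signal was used, and the mean over its probes was an alternative.

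The genes named in the text were chosen by a rule fixed in advance. It takes the genes of the paper's Table 3 and every measured beta-defensin, whose array values in that table had been seen, in each contrast of the paper. In 7 contrasts it adds the 8 highest and 8 lowest log2 fold changes among called probes with a symbol and one sign in every array, and up to 4 called members of each list. Members of lists that are not called, and ALB and THRSP, are named after their values were seen.

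The model was tested on simulated data with the spread of these arrays. For NV-C severe on day 1, 25.4%, 77.6% and 100% of probes changed by 0.5, 1 and 2 on the log2 scale were called, with 8 false among 143 calls. On day 5, 5.97%, 61.2% and 95.5% were called, with 3 false among 111. Fewer probes were changed than the severe contrasts called and the noise was independent between probes, so the shares detected in the data may differ. Alternatives were plain background subtraction, no background correction, median centring in place of loess, no signal filter, a filter in each dye (16855 probes), a term for dye, slide as a random block, 4 sets of arrays with similar reference signal, found by clustering within each dye orientation and each holding 9 arrays, 1 of every test group, as a random block, a model without moderation, Benjamini-Hochberg in place of q-values, the authors' value table, only the arrays of a contrast's groups, and each array left out. Single genes were compared under 5 of these and with each array left out, and under the others fitted over all arrays only after the data were seen. Scan session as a fixed block was added after the data were seen, as was Euclidean distance in the clustering of contrasts. Contrasts were clustered by average linkage on the log2 fold changes of probes called in at least 1 contrast, with 1 minus r as distance unless stated, and as an alternative over all probes. The lesion scores, the qPCR values and the enrichment tests of the paper were not analysed here.

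The software was R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.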

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

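The tests on the heterophil share and on a smaller shift in V-C birds were chosen after the result was seen, as were the fits with scan session as a fixed block and, for single genes, with median centring.

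Of 142 groups of 4 arrays examined for the named genes, 9 (6.34%) held 1 array far from its 3 companions, and chance does this in about 1 in 20 groups. The measure is the gap to the nearest array over the whole range of the group. It was 0.896 for COL1A2 in NV-C severe on day 1, where the array at slide 7, position 3 was at -1.22 and the others from -0.70 to -0.64. NDUFS3 gave 0.881, with the array at slide 1, position 2 at 0.01 and the others from 0.61 to 0.69, and WISP1 gave 0.869, with the array at slide 5, position 1 at -2.44. On day 5 in severe birds EXFABP gave 0.956 (slide 2, position 4, at 1.02) and GCH1 0.851 (slide 8, position 1, at 2.84). LYG2 gave 0.93 (slide 8, position 1, at 0.94), and SEL1L 0.873 (slide 3, position 3, at 1.02). In the NV-NC day 5 control LIMD1 gave 0.888 (slide 8, position 3, at -0.06) and RPL7A 0.927 (slide 1, position 1, at -0.13).

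Severe birds differed from the control by unlike amounts on the 2 days in 22 probes by an interaction test, and DEFB4A, the beta-defensin, by -5.10 (q = 0.025). V-C and NV-C severe birds differed on day 1 in 2 probes, both unnamed. BST1, EXFABP and GCH1, which the paper does not discuss, were higher in severe, mild and V-C birds on day 1 and in severe birds on day 5, with log2 fold changes of 2.51, 2.25 and 2.32 in severe birds on day 1. With the authors' value table the calls of EXFABP ended (0.58 in severe birds on day 1, q = 0.508).

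DEFB4A, CATH1, CATH2 and LYG2 were high in severe birds on day 1 and lower on day 5. A single array as the cause is argued against, as at least 2 of the 4 stayed called whichever array was left out: CATH1 was lost without the day 1 array at slide 7, position 3 (-1.43, q = 0.077), CATH2 without it (-2.09) or those at slide 5, position 1 (-1.99) and slide 7, position 2 (-1.96), and LYG2 without those at slide 1, position 2 (-1.89) and slide 3, position 3 (-2.03). Scan session is argued against too, with all 4 called when it was a fixed block (log2 fold changes -4.55, -1.69, -2.18 and -2.12), while median centring ended the calls of CATH1 and CATH2 (-1.83 and -2.51, q = 0.0631 and 0.0759). A larger share of heterophils, the cells that store these peptides, could give the same fall, but EXFABP, a heterophil marker outside the peptides, changed by -0.23 (standard error 0.64) with its spot saturated on 2 of 4 arrays of day 1 and 1 of 4 of day 5, so it cannot measure the share, which leaves the share and a change within cells unable to be told apart.

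Of 13 measured ribosomal protein genes 12 and 13 were below 0 in severe birds on the 2 days, with 1 and 2 genes called and list tests lost with an estimated correlation (adjusted p = 0.124 and 0.122). Scan session is argued against, as with it as a fixed block the medians were -0.24 and -0.43 (camera, adjusted p = 0.0219 and 0.000816, and 0.314 and 0.131 with an estimated correlation). Signal intensity stays open: among sets of probes of like signal the list median lay at percentiles 2.47 and 2.59, and the second is just beyond the bound of 2.5 set for both days. In the authors' value table the medians were -0.05 and -0.09, and with median centring -0.24 and -0.31. A lower production of ribosomes in the infected spleen may add to this, and was not tested apart from the intensity test at 2.59.

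V-C birds had 23 called probes on day 5 and severe birds 797, while 0 probes differed directly between these groups (limma, 819 at an unadjusted p under 0.05, 0 by Benjamini-Hochberg). A larger spread between V-C arrays over all tested probes is argued against, as their median SD was 0.928 times that of the severe arrays. That median covers mostly unchanged probes, so it cannot show the spread of the response itself. Along the probes called in severe birds, and picked on their arrays, V-C arrays lay from 0.296 to 0.845 and severe arrays from 0.906 to 1.07. A larger spread there stays open. A smaller shift along the same genes may explain it: over probes chosen on part of the severe and control arrays, the slope of V-C birds over that of the severe arrays left out had a median of 0.681, from 0.512 to 1.02 over 36 splits. That range includes 1, so it cannot be told apart from an equal shift. A first form of this test, over probes called on all severe arrays, gave slopes from 0.457 to 0.68 and would have read as a smaller shift, and it was replaced after its result was seen since those probes were picked on the severe arrays.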

How the results depend on the processing

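Scan session as a fixed block, and 6 of the settings for single genes named at the end, were chosen after the result was seen.

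No paired analysis was possible because the labels give no experimental replicate, and the positions of the arrays on the slides are not replicate numbers. That holds for pairing by the labels alone. Sets of arrays with similar reference signal were made from the data, 4 of 9 arrays with 1 of every test group in each. These sets were fitted as a random block (called reference similarity below), with a correlation of 0.377 within a set. In the paper the NV-NC day 1 sample of a replicate was the reference for its other samples, so the sets may be its replicates. They were not taken as the replicates, and the main counts and q-values come from a model without them. For each value below that moved, the cause was not tested. Counts of called probes for V-NC and mild birds on day 5, V-NC birds over time, and mild against V-C birds on day 1 stayed at 0 under every setting run. Mild birds on day 1 had 90 called probes, and 38 with median centring, 263 with a dye term, 315 with slide as a random block, 37 with the authors' table, 2 with only their own arrays and 699 with scan session. Without 1 array this was 3 to 74, with 26 without slide 3, position 4, 3 without slide 5, position 3, and 33 without slide 9, position 1. Severe birds on day 1 had 1084, and 421 with centring, 1775 with a dye term and 468 with their own arrays; without 1 array 353 to 999, with 698 without slide 1, position 2, 353 without slide 7, position 3, and 685 without slide 8, position 4. V-NC birds on day 1 had 0 (limma, 390 at an unadjusted p under 0.05), and 1 with no background correction, 2 with session, and 0 to 1 without 1 array (1 without slide 4, position 4). V-C birds on day 1 had 294, and 126 with centring, 529 with a dye term, 159 with the authors' table, 8 with their own arrays and 728 with session; without 1 array 29 to 333, with 124 without slide 5, position 4, and 29 without slide 8, position 2. On day 5 severe birds had 797, and 159 with centring, 1463 with a dye term, 1674 with slide, 2703 with reference similarity, 425 with the authors' table, 232 with own arrays and 1717 with session. Without 1 array this was 387 to 1150 (387 and 470 without the controls at slide 5, position 2, and slide 8, position 3, and 523 without the severe array at slide 7, position 2). V-C birds on day 5 had 23, and 3 with subtraction, 0 with centring, 1 with no signal filter, 142 with a dye term, 348 with slide, 440 with reference similarity, 11 without moderation, 1 with the authors' table, 0 with own arrays and 584 with session. Without 1 array this was 0 to 115: 115, 0, 0 and 41 without the V-C arrays at slide 1, position 4, slide 4, position 2, slide 7, position 1, and slide 9, position 3, and 2, 0 and 0 without the controls at slide 5, position 2, slide 6, position 4, and slide 8, position 3. Over time the control had 0 (limma, 954 at an unadjusted p under 0.05), and 1 with no signal filter, 2 with a dye term, 22 with session and 0 to 0 without 1 array, and mild birds had 0, and 2 with session. Severe birds over time had 105, and 20 with centring, 234 with a dye term, 242 with slide, 551 with reference similarity, 45 with own arrays and 263 with session; without 1 array 43 to 109, with 50 and 43 without the day 1 arrays at slide 1, position 2, and slide 7, position 3, and 63 without the day 5 array at slide 3, position 3. V-C birds over time had 31, and 5 with subtraction, 1 with centring, 3 with no signal filter, 98 with a dye term, 87 with slide, 190 with reference similarity, 15 without moderation, 2 with the authors' table, 0 with own arrays and 150 with session. Without 1 array this was 0 to 41: 0, 2 and 3 without the day 1 arrays at slide 4, position 1, slide 5, position 4, and slide 8, position 2, and 0 without either day 5 array at slide 4, position 2, or slide 7, position 1. Between severe and mild birds on day 1 there were 2, and 0 with subtraction, 7 with reference similarity and 0 with own arrays; without 1 array 1 to 5 (1 without the mild arrays at slide 2, position 2, slide 3, position 4, and slide 9, position 1, or the severe arrays at slide 5, position 1, and slide 7, position 3, and 5 without the mild array at slide 5, position 3). Between them on day 5 there were 268, and 29 with centring, 615 with a dye term, 647 with slide, 1462 with reference similarity, 125 with the authors' table and 0 with own arrays. Without 1 array this was 11 to 424: 76, 424 and 11 without the mild arrays at slide 4, position 3, slide 6, position 2, and slide 9, position 4, and 115 and 129 without the severe arrays at slide 7, position 2, and slide 8, position 1. The interaction of severity with day called 22, and 83 with a dye term, 73 with reference similarity, 11 with the authors' table and 231 with session. Without 1 array this was 7 to 35: 35, 12, 9 and 9 without the controls at slide 1, position 1, slide 5, position 2, slide 6, position 4, and slide 8, position 3, 7 and 10 without the severe day 1 arrays at slide 1, position 2, and slide 7, position 3, and 12 and 10 without the severe day 5 arrays at slide 3, position 3, and slide 7, position 2. Severe against V-C birds on day 1 had 2, and 1 with the authors' table and 1 to 2 without 1 array (1 without the V-C arrays at slide 1, position 3, and slide 5, position 4, or the severe arrays at slide 5, position 1, slide 7, position 3, and slide 8, position 4). On day 5 this comparison had 0, and 6 with reference similarity and 0 to 1 without 1 array (1 without the severe array at slide 7, position 2), and mild against V-C birds had 0 (limma, 659 at an unadjusted p under 0.05), and 5 with reference similarity and 0 to 11 without 1 array (11 and 1 without the V-C arrays at slide 1, position 4, and slide 9, position 3).

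Among called probes with at least a 1.5-fold change, the percent that were higher was 76.5% in mild birds on day 1, and 60.5% with centring and 64.0% to 90.5% without 1 array. It was 60% in severe birds on day 1, and 52.5% with subtraction and 58.8% to 62.4% without 1 array. In V-C birds on day 1 it was 73.7%, and 79.1% with no signal filter, 83.4% with the authors' table and 57.3% to 83.5% without 1 array. Severe birds on day 5 gave 67.7%, and 59.0% with subtraction, 71.6% with no signal filter, 62.9% with a dye term, 76.7% with the authors' table, 74.8% with centring and 59.0% to 71.8% without 1 array. V-C birds on day 5 gave 95.7%, and 100% with subtraction, no signal filter and the authors' table, and 88.7% to 100% without 1 array. Severe birds over time gave 76.2%, and 50% with centring and 66.2% to 79.8% without 1 array. V-C birds over time gave 96.8%, and 100% with subtraction, no signal filter, the authors' table and centring, and 82.6% to 100% without 1 array. Severe against mild birds on day 5 gave 65.3%, and 57.0% with subtraction, 80% with the authors' table, 51.7% with centring and 54.5% to 70.6% without 1 array. Of probes called on both days, 99.34% had the same direction in severe birds, and 100% with no signal filter and 98.53% to 99.58% without 1 array, and in V-C birds 100%, and 95.24% to 100% without 1 array. Over all probes in place of called ones r was 0.722 for mild and severe day 1, 0.732 for mild and V-C day 1, 0.719 for severe and V-C day 1, 0.775 for severe and V-C day 5, and 0.496 for mild and severe day 5. LYZ in severe birds on day 1 changed sign with the authors' table, to 0.0006685 (q = 0.892).

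Single genes were first compared under 5 settings, where 712 of 815 comparisons stayed the same, 100 lost the call (49 with the authors' table, 30 with no signal filter, 11 with no background correction and 10 with subtraction), 2 gained one (TLR2 in mild birds on day 1 and IFNG in V-C birds on day 5, with a dye term) and 1 reversed. With 1 array left out 790 of 1024 stayed the same, 233 lost the call and 1 gained it (IFNG in V-C birds on day 5 without slide 1, position 4). The remaining settings fitted over all arrays were added for single genes after the data were seen: median centring ended 68 calls, no moderation 15, Benjamini-Hochberg 10, session 9, a filter in each dye 6 (probes it leaves out included), reference similarity 6 and slide 2. Calls gained, of IFNG, LY96, DEFB4A or TLR2, were 3 with slide, 5 with reference similarity and 5 with session. Of 31 called genes in severe birds on day 1, 10 were called in every setting fitted over all arrays and with any 1 array left out, as were 4 of 25 in severe birds on day 5, 0 of 18 for severe against mild birds on day 5, 1 of 10 for severe birds over time, 3 of 11 for V-C birds on day 1, 0 of 9 for mild birds on day 1, 0 of 2 for V-C birds on day 5 and 0 of 1 for V-C birds over time. Of 360 list tests, 51 lost the call with an estimated correlation and 1 with the mean over a gene's probes. Signal over background limits which probes can be tested: 18571 of 42033 passed the filter.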

Differences from the paper's values

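Scan session as a fixed block and Euclidean distance are the tests given here that were chosen after the result was seen.

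Counts at a q-value under 0.05 are of genes in the paper and of probes here, from a model without the paper's effect of experimental replicate. For mild birds against the control on day 1 the paper's count is 29 and the count here 90. Of 16 alternatives set before the data were examined, median centring (38), the authors' value table (37) and leaving out the array at slide 3, position 4 (26) or slide 9, position 1 (33) are within 1.5 times of it, and the other 12 are not. For severe birds on day 5 the paper's count is 1723 and the count here 797; a dye term (1463), slide as a random block (1674) and leaving out the control at slide 1, position 1 (1150) are within, and the other 17 are not. With scan session as a fixed block, chosen after seeing the values, it is 1717, and how many of the paper's own called genes that drops cannot be told, as its full list is not given in the sources used here. For V-C birds on day 1 the paper's count is 182 and the count here 294. Median centring (126), no signal filter (235), no moderation (251), the authors' value table (159) and leaving out slide 4, position 1 (199) or slide 5, position 4 (124) are within, and the other 10 are not. For V-C birds on day 5 the paper's count is 137 and the count here 23, with a dye term (142) and leaving out slide 1, position 4 (115) within and the other 18 not. For severe birds on day 5 against day 1 the paper's count is 248 and the count here 105, with a dye term (234) and slide (242) within and the other 18 not. Session, chosen after seeing the values, gives 263, with the paper's genes it drops again not known. For severe against mild birds on day 5 the paper's count is 799 and the count here 268, with a dye term (615) and slide (647) within and the other 18 not. Of V-C probes called on both days the paper counts 6 and there were 2 here, with 0 of 5 alternatives within.

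Over time the paper shows about 1 gene in Fig. 3, read by eye, for the control, and 0 probes were called here (limma, 954 at an unadjusted p under 0.05, 0 by Benjamini-Hochberg). With no signal filter it was 1, and the other 15 alternatives set before the data were examined are not within. For V-C birds the paper shows about 19 in Fig. 3, read by eye, and the count here was 31; a filter in each dye (27), no moderation (15) and leaving out the day 1 array at slide 1, position 3 (23) are within, and the other 17 are not.

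At 1.5-fold the paper shows about 16 higher and about 12 lower in mild birds on day 1 in Fig. 4, read by eye, and the counts here were 65 and 20. Of 10 alternatives the authors' value table (24 and 12), median centring (23 and 15) and leaving out slide 3, position 4 (16 and 9) are within for both, no signal filter (10) for the lower count, and the others are not. For severe birds on day 5 it shows about 940 higher and about 500 lower in Fig. 4, read by eye, against 520 and 248 here. A dye term (816 and 481) and leaving out the control at slide 1, position 1 (643 and 447) are within for both, plain subtraction for the lower count (391), and the rest of the 14 are not. For V-C birds on day 1 it shows about 120 and about 34 in Fig. 4, read by eye, against 191 and 68 here. No signal filter (144 and 38), the authors' value table (126 and 25) and centring (88 and 36) are within for both, leaving out slide 4, position 1 (106) or slide 5, position 4 (101) for the higher count, and the rest of the 10 are not. For V-C birds on day 5 it shows about 92 and about 31 in Fig. 4, read by eye, against 22 and 1 here; a dye term (125) and leaving out slide 1, position 4 (102) are within for the higher count, and 0 of 14 for the lower. For severe birds over time it shows about 160 and about 62 in Fig. 4, read by eye, against 80 and 25 here, with a dye term alone (178 and 54) within. For V-C birds over time it shows about 17 higher in Fig. 4, read by eye, against 30 here, with leaving out the day 1 array at slide 1, position 3 (19) alone within. Between severe and mild birds on day 1 it shows about 1 higher and about 1 lower in Fig. 4, read by eye, against 2 and 0 here. The higher count is 1 without the mild array at slide 2, position 2, slide 3, position 4, or slide 9, position 1, or the severe array at slide 5, position 1, or slide 7, position 3, the lower is 1 without the mild array at slide 5, position 3, and the rest of the 14 are not within. Between them on day 5 it shows about 460 and about 240 in Fig. 4, read by eye, against 173 and 92 here, with a dye term alone (379 and 207) within.

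In the paper's Table 3 the array value for DEFB4A (avian beta-defensin 2) in severe birds on day 1 is the paper's 1.552, against 3.18 here (standard error 0.58), and for severe birds on day 1 over day 5 the paper's 2.931, against 4.66 here. IFNG in severe birds on day 5 is the paper's 2.000, against 1.22 here. TLR2 in severe birds is the paper's 1.140 on day 1 and 0.984 on day 5, against 0.21 and -0.05188 here, and LY96 (MD-2) against mild birds on day 5 is the paper's 5.311, against 1.30 here. In each of these 6 cases 0 of the alternatives set before the data were examined is within. As plain fold changes, TLR2 on day 1 was 1.16 and IFNG 2.33 here, near the paper's values, and TLR2 on day 5 was 1.04-fold lower. The paper gives its values as log2 and some of them are negative, so whether single values are plain ratios cannot be told. The paper marks TLR2 on both days, LY96 in both day 5 contrasts, and DEFB4A on day 5 against the control and against mild birds as past its threshold, and none of these passed here. LY96 passed in both contrasts with slide as a random block (q = 0.0294 and 0.0355) and with reference similarity (0.00953 and 0.00437), and DEFB4A against mild birds with reference similarity (q = 0.0469). With scan session, chosen after seeing the values, LY96 also passed in both (q = 0.0085 and 0.0357), and the number of the paper's own called genes this drops is not known. No setting run called TLR2 on either day or DEFB4A on day 5 against the control.

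The paper states that more genes changed in severe birds on day 5 than on day 1. The counts here fell from 1084 to 797. With slide as a random block they rose from 1202 to 1674 and with reference similarity from 1072 to 2703, as they did with scan session, chosen after seeing the values, from 1222 to 1717. Probes that differed by 2-fold or more rose from 311 to 697. Leaving out single arrays could also reverse the order of the counts. In the paper's Fig. 6 the mild birds of day 5 group with the vaccinated unchallenged birds. Here clustering by correlation over called probes put them with the challenged groups, while over all probes it put them with V-NC birds of day 5. Euclidean distance, chosen after seeing the data, gave the grouping of the paper.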

Other observations

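Fits with scan session as a fixed block, chosen after the result was seen, are not given here.

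To ask whether chance can give as many calls, the 8 arrays of a contrast were split into 4 and 4 in all 35 ways. For the interaction these were the 8 severe arrays of both days, with the NV-NC day 5 mean subtracted from those of day 5, and the control arrays were not split. The real split gave the most calls for severe birds on day 5 (797 called, highest other split 293), severe against mild birds on day 5 (268, other 122), and V-C birds on day 5 (23, other 0) and over time (31, other 3). It also did so for severe against mild birds on day 1 (2, other 1), the interaction (22, other 0) and severe against V-C birds on day 1 (2, other 0). In each of these cases 1 of 35 splits was as large, a share under 0.05 and the smallest these splits can give. The share was not adjusted for the number of contrasts. The splits also ignore dye and the sets of arrays with like reference signal, so chance is not excluded. The splits test these counts alone, and 4 of them fell to 0 in another setting: V-C birds on day 5 (with centring, with own arrays and without any of 4 single arrays), V-C birds over time (with own arrays and without any of 3 single arrays), severe against mild birds on day 5 (with own arrays), and severe against mild birds on day 1 (with own arrays and with plain subtraction). For those 4 little is concluded beyond the setting tested. For severe birds over time 2 of 35 splits were as large, a share over 0.05, so chance is not excluded by this count. The other split as large is the one that follows dye (367, against 105 for the real one), a structure of the samples by dye. Sets of arrays with like reference signal also lie within 1 dye orientation each, so whether the dye or the samples give it was not tested. With a term for dye the real split called 234. The real split called 0, so that all 35 splits were as large, for mild birds on day 5 (highest other 550, again the split following dye, and a structure of the samples by dye), V-NC birds on day 5 (other 4), mild and V-NC birds over time (other 0 each), severe against V-C birds on day 5 (other 18), and mild against V-C birds on day 1 (other 1) and day 5 (other 43). For day 1 contrasts and the control over time there are only 8 sign changes, too few for a share under 0.05. The real counts and highest others there were 90 and 0 for mild, 1084 and 1 for severe, 0 and 0 for V-NC and 294 and 0 for V-C birds on day 1 (1, 1, 8 and 1 splits as large), and 0 and 0 for the control over time (8).

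Several lists told little. MHC and antigen processing had 1 measured gene, CD74, and 0 called in any contrast (limma), with -0.20 and -0.29 in severe birds on the 2 days. Thrombocyte markers had 1 measured gene, PLEK, and 0 called. Pancreas and skeletal muscle markers had 0 measured genes, and liver markers 1, ALB. Complement had 1 measured gene, C1QA, higher in severe birds on both days, but not with the authors' value table (q = 0.856 and 0.558). Erythroid markers had 3 measured genes, 0 called on day 1 and 1 lower on day 5 in severe birds (camera, adjusted p = 0.0781, and 0.159 with an estimated correlation). In the glycolysis and hypoxia list, with 7 measured, BNIP3 was higher in severe birds on day 1 (0.62, q = 0.0444; list adjusted p = 0.252). In oxidative phosphorylation, with 6 measured, NDUFS3 was higher then (0.48, q = 0.0434; list adjusted p = 0.417). Extracellular matrix and smooth muscle had 3 measured genes, 1 of them lower in severe birds on day 1 (adjusted p = 0.417). Interferon-stimulated genes, 5 measured, had 0 called on day 1 and 1 higher on day 5 in severe birds, with a median of 0.57 (adjusted p = 0.0183, and 0.159 with an estimated correlation). Toll-like receptor signalling, 9 measured, had 1 higher on each day in severe birds (adjusted p = 0.417 and 0.219). In V-C birds on day 1 the list shifted up with 0 called (adjusted p = 0.0205, and 0.271 with an estimated correlation).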
